# The cyclooxygenase-expressing mesenchyme resists intestinal epithelial injury by paracrine signaling

**DOI:** 10.1186/s13619-023-00174-7

**Published:** 2023-08-14

**Authors:** Siting Wei, Meng Li, Wanlu Song, Jiaye Liu, Shicheng Yu, Yalong Wang, Mengxian Zhang, Huijun Du, Yuan Liu, Huidong Liu, Wei Fu, Baojie Li, Ye-Guang Chen

**Keywords:** Colitis, Intestinal mucosal barrier, Mesenchymal stromal cells, Organoids, Prostaglandin E2

## Abstract

Paracrine signals play pivotal roles in organ homeostasis. Mesenchymal stromal cells (MSCs) play a key role in regulating epithelium homeostasis in the intestine while their paracrine effects are poorly characterized. Here, we identified prostaglandin E2 (PGE2) secreted by cyclooxygenase (COX)-expressing MSCs as a vital factor to maintain the intestinal mucosal barrier. We found that MSCs-induced organoid swelling through paracrine effect in vitro, a process due to enhanced water adsorption and is mediated by the COX-PGE2-EP4 axis. To further explore the regulatory effect of this axis on the intestinal epithelial barrier in vivo, we established the conditional knockout mouse model to specifically delete COX in MSCs and found that PGE2 reduction downregulated the gene *Muc2* and induced a gastric metaplasia-like phenotype. Moreover, PGE2 defects increased the susceptibility of intestinal epithelium to colitis. Our study uncovers the paracrine signaling of COX-expressing MSCs in intestinal mucosal barrier maintenance, providing a basis for understanding the role of mesenchymal cells in the pathophysiological function of the intestine.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-023-00174-7.

## Background

The intestine is a crucial compartment of the gastrointestinal tract that is responsible for nutrient uptake, protection against the microbiota and immune modulation (Beumer and Clevers 2021; Caruso et al. 2020; Hageman et al. 2020; McCarthy et al. 2020). The intestinal epithelium possesses a self-renewal ability to cope with constant challenges, which is driven by the Lgr5^+^ stem cells at the bottom of crypt that actively proliferate and differentiate into various functional cells to ensure the daily renewal of intestinal epithelium (Barker et al. 2007; Gehart and Clevers 2019). Alongside the epithelium, the underlying mesenchymal cells, immune cells and other cell types constitute a dynamic environment and provide signals to regulate the intestinal cell fate (Beumer and Clevers 2021).

Mesenchymal stromal cells (MSCs), which include myofibroblasts, pericytes, and several groups of stromal cells, are a source of soluble signals (Kinchen et al. 2018). For instance, they contribute to Bone Morphogenetic Protein (BMP) gradient establishment along the villus-crypt axis to maintain epithelial differentiation (Kosinski et al. 2007), and BMP gradient also contributes to zonated gene expression in enterocytes and goblets (Beumer et al. 2022). Certain subpopulations could activate Wnt signaling to support the stem cell niche (Stzepourginski et al. 2017). Intestinal MSCs could be genetically marked by platelet-derived growth factor receptor alpha (*Pdgfrα*), alpha-smooth muscle actin (*Acta2*), *Foxl1*, *Twist2* or *Gli1* (Aoki et al. 2016; Degirmenci et al. 2018; Gao et al. 2021; Jacob et al. 2022). In particular, Gli1^+^ MSCs located near the crypt base could secrete high Wnt2b to promote epithelial Wnt signaling and thus maintain intestinal homeostasis (Valenta et al. 2016). However, due to the heterogeneity of intestinal MSCs and the huge diversity of signaling cues derived from them, the paracrine effect of intestinal MSCs on the intestinal epithelium still remain poorly characterized.

Prostaglandin E2 (PGE2), as a microenvironment factor of intestinal epithelium, is critical for intestinal epithelium either in physiological or pathological conditions. PGE2 regulates the fluid and electrolyte homeostasis of intestinal epithelium by increasing cyclic AMP (cAMP) and thus activating cystic fibrosis transmembrane conductance regulator (CFTR), which functions as a Cl^−^ channel as well as a HCO3^−^ channel (Fujii et al. 2016). After injury, PGE2 promotes wound-associated cell differentiation and wound repair in the intestine (Miyoshi et al. 2017). Fibroblast-derived PGE2 drives the expansion of Sca-1^+^ reserve-like stem cells by the Hippo pathway effector YAP to initiate intestinal tumor (Roulis et al. 2020).

Inflammation bowl disease (IBD), including two major forms termed ulcerative colitis (UC) and Crohn’s disease (CD), is a chronic inflammation disorder caused by the interplay of environmental exposures, immune responses and various other factors (Adolph et al. 2022; Ananthakrishnan et al. 2022). These factors cause the continuous damage to the intestinal epithelium, and yet there is no curative treatment for this chronic disease (Villablanca et al. 2022). In the active inflammatory tissues of IBD patients, PGE2 production is increased, which may be induced by upregulation of COX2, one of two key enzymes in the synthesis of prostaglandins using arachidonic acid as the substrate (Rampton and Hawkey 1984; Wang and Dubois 2010). The COX2 is expressed in multiple cell types of the intestine, including activated macrophages, mast cells, epithelial cells and others (Smith et al. 2000). Nonsteroidal anti-inflammatory drugs (NSAIDs) exert their anti-inflammatory ability by inhibiting COX2 (Zaman et al. 2022). Although the evidence remains contradictory, NSAIDs are not recommended for IBD treatment due to its adverse effect, which may promote IBD pathogenesis or progression (Sandborn and Hanauer 2003; Takeuchi et al. 2006). As one of the major sources of PGE2, MSCs may be involved in this process. However, COX expression and function in intestinal MSCs especially under inflammatory conditions are not well studied.

In this study, we investigated the paracrine effect of intestinal MSCs on intestinal epithelial cells. We discovered that COX-expressing MSCs secreted PGE2, which induced organoid swelling due to increased water adsorption via its receptor EP4. Deletion of mesenchymal COX suppressed this process and impaired the expression of *Muc2* and aggravated DSS-induced colitis in vivo. These results highlight a critical role of COX-expressing MSCs in maintaining intestinal homeostasis and reducing injury via provision of PGE2 in a paracrine manner.

## Results

### MSCs induce swelling of intestinal organoids via paracrine effect

To investigate the intestinal mesenchymal paracrine effect on the epithelium, we generated organoids from the crypts of the small intestine isolated from *Apoa1-mCherry* mice and then treated the organoids with the conditional medium from MSCs (MSC-CM) from mouse small intestine (Fig. S1A). We found that MSC-CM induced the rapid swelling of the organoids with Apoa1^+^ enterocytes (Figs. 1A, S1B and Movie S1). The swelling was also observed in human organoids treated with human MSC-CM (Fig. 1B). To quantify the swelling of organoids, we calculated the change of two-dimensional area of organoids after MSC-CM addition and found that the swelling was increased in a time-dependent manner. Both human and mouse organoids showed a rapid swelling response lasting for at least 120 min and 30 min, respectively (Fig. 1C, D). Interestingly, the conditional medium of NIH-3T3 cells (NIH3T3-CM) could also induce organoid swelling, but the one of L cells (L-CM) did not (Fig. S1C, D).

**Fig. 1:**
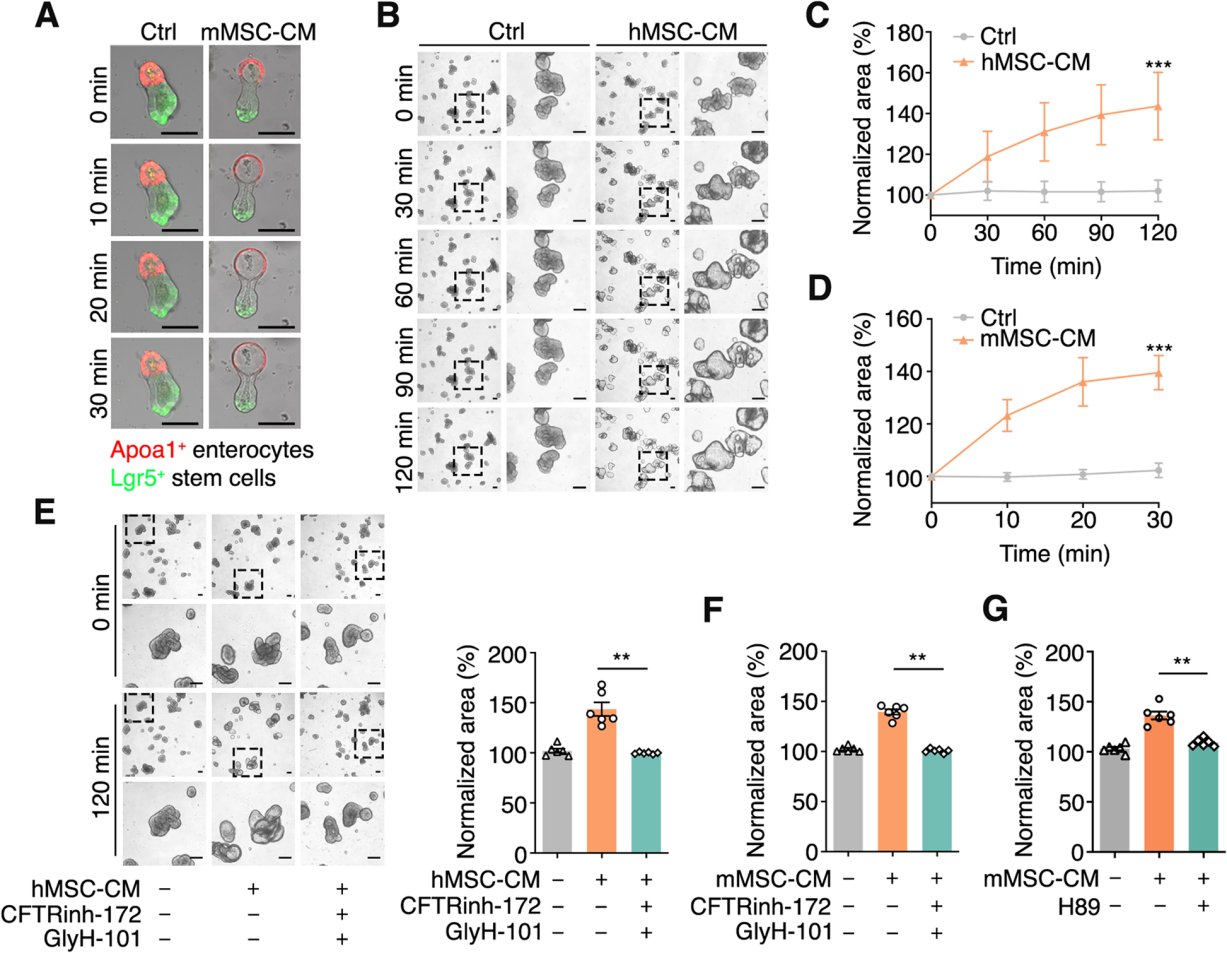
MSC-CM induces the intestinal organoid swelling by activating CFTR. **A** Time-lapse imaging of mouse *Apoa1-mCherry; Lgr5-EGFP* organoids with mouse small intestinal MSC-CM (mMSC-CM) stimulation. Scale bar, 100 μm. **B** Time-lapse imaging of human ileum organoids with human ileum MSC-CM (hMSC-CM) stimulation. Scale bar, 100 μm. **C**, **D** Quantification of surface area of human (**C**) or mouse (**D**) small intestinal organoids in response to the MSC-CM stimulation. The normalized area is the proportion of organoid surface area relative to the surface area at t = 0. **E** Time-lapse imaging and surface area quantification of CFTRinh-172 and GlyH-101-treated human ileum organoids with hMSC-CM stimulation. The human small intestinal organoids were preincubated with 50 μM CFTRinh-172 and 50 μM GlyH-101 (CFTR inhibitors) for 3 h before stimulation. Scale bar, 100 μm. **F** Quantification of surface area of CFTRinh-172 and GlyH-101-treated mouse small intestinal organoids with mMSC-CM stimulation. The mouse small intestinal organoids were preincubated with 50 μM CFTRinh-172 and 50 μM GlyH-101 (CFTR inhibitors) for 3 h before stimulation. **G** Surface area quantification of H89-treated mouse small intestinal organoids after mMSC-CM stimulation. The mouse small intestinal organoids were preincubated with 10 μM H89 (PKA inhibitor) for 6 h before stimulation. Data represent mean ± SD of three independent experiments. **P < 0.01, ***P < 0.001, unpaired two-tailed *t*-test (**C**, **D**), one-way ANOVA (**E**, **F**, **G**)

Forskolin, which promotes the intracellular cAMP production and thereby activates the Cl^−^ channel CFTR, was shown to induce rapid swelling of organoids (Dekkers et al. 2013). To examine whether the Cl^−^ channel CFTR was involved in this process, we treated organoids with CFTR inhibitors, CFTRinh-172 and GlyH-101, and found that the MSC-CM-induced organoid swelling was blocked (Figs. 1E, F and S1E). Protein kinase A (PKA), which is activated by cAMP, is required for the activation of CFTR channel (Liu et al. 2017). Consistently, the PKA inhibitor H89 inhibited the organoid swelling (Figs. 1G, S1F). Taken together, these results indicate that MSCs may secrete factors to induce organoid swelling in a CFTR-dependent manner.

### The COX-PGE2-EP4 axis contributes to the MSC-CM-induced swelling of intestinal organoids

To identify the factors in MSC-CM that induced the swelling, mouse MSC-CM was subjected to Liquid Chromatography with Tandem Mass Spectrometry (LC–MS). NIH3T3-CM and L-CM was used as the positive and negative control, respectively. We found PGE2 in mouse MSC-CM and NIH3T3-CM, but not in the L-CM (Fig. S2A). The level of PGE2 in these three kinds of CM was confirmed by ELISA (Fig. 2A). More importantly, exogenous PGE2 also induced organoid swelling at the same concentration in mouse MSC-CM (Fig. 2B).

**Fig. 2:**
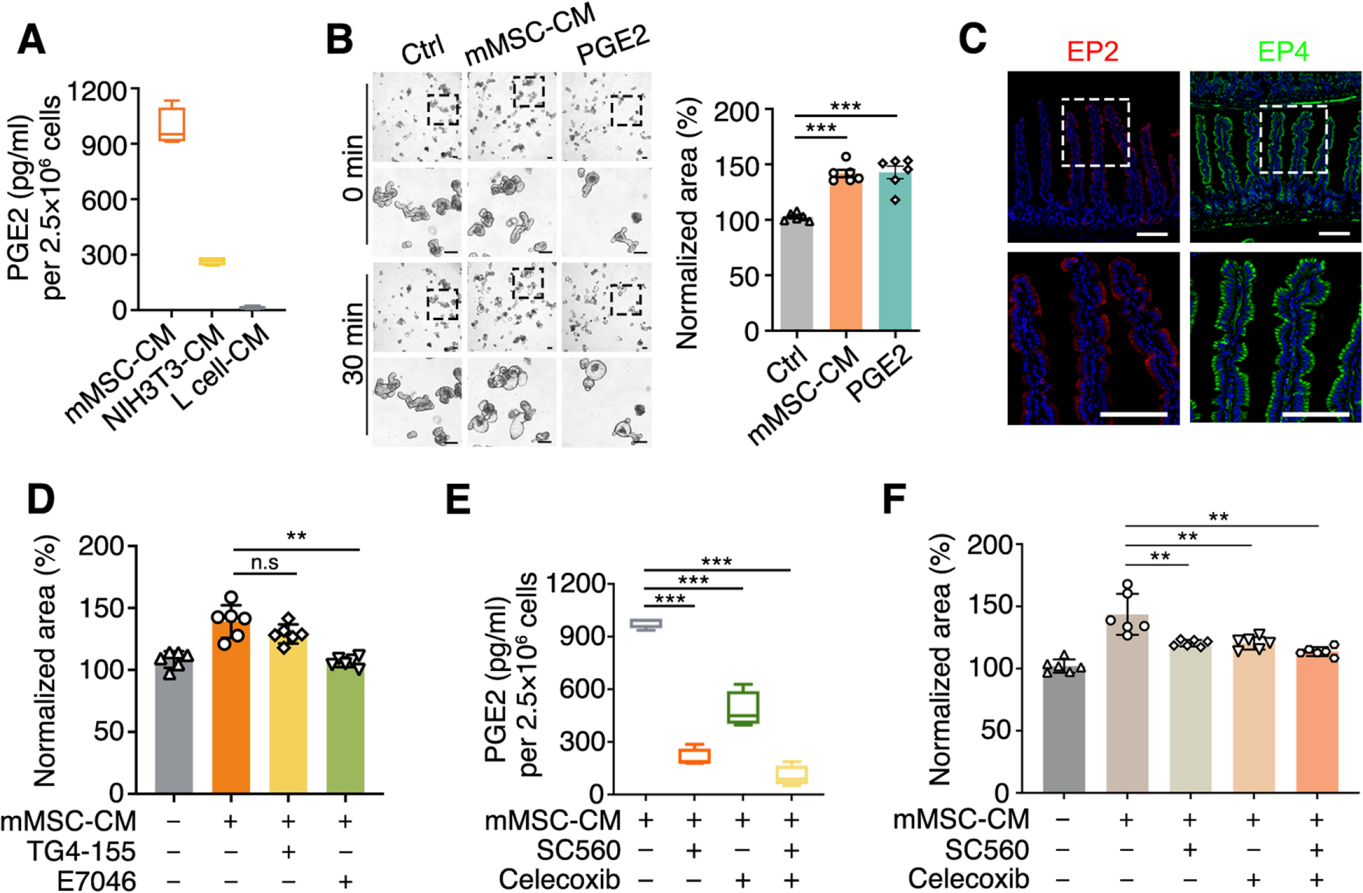
The COX-PGE2-EP4 axis is involved in the MSC-CM-induced organoid swelling. **A** The PGE2 concentration of mMSC-CM, NIH3T3-CM or L cell-CM, quantified by ELISA assay. **B** Time-lapse imaging and surface area quantification of small intestinal organoids with mMSC-CM or PGE2 (7 nM) stimulation. Scale bar, 100 μm. **C** Immunofluorescent staining of EP2 and EP4 in mouse small intestine. Scale bar, 100 μm.** D** Quantification of surface area of E7046 or TG4-155-treated mouse small intestinal organoids with mMSC-CM stimulation. The mouse small intestinal organoids were preincubated with 10 μM E7046 (EP4 inhibitor) or 10 μM TG4-155 (EP2 inhibitor) for 72 h before stimulation. **E** The PGE2 concentration of SC560 or Celecoxib-treated mMSC-CM, quantified by ELISA assay. **F** Surface area quantification of mouse small intestinal organoids with stimulation using SC560 or Celecoxib-treated mMSC-CM. The mMSCs were preincubated with 20 nM SC560 (COX1 inhibitor), 150 nM Celecoxib (COX2 inhibitor), or both for 48 h, then the CM was collected for stimulation. Data represent mean ± SD of three independent experiments. **P < 0.01, ***P < 0.001, one-way ANOVA (**B**, **D**, **E**, **F**)

PGE2 signals by binding to one of its four receptor subtypes, including EP1 (encoded by *Ptger1*), EP2 (encoded by *Ptger2*), EP3 (encoded by *Ptger3*), and EP4 (encoded by *Ptger4*). To determine which receptor mediates PGE2 action, we analyzed the expressions of *Ptger1*, *Ptger2*, *Ptger3* and *Ptger4* in mouse intestinal epithelium through single-cell RNA sequencing (scRNA-seq) and found that *Ptger4* was at the highest expression in the epithelial cells (Fig. S2B). The EP4 expression was confirmed by immunostaining (Fig. 2C). When the mouse intestinal organoids were treated with specific inhibitors for EP2 (TG4-155) and EP4 (E7046), only the EP4 inhibitor blocked the mouse MSC-CM-induced swelling (Figs. 2D, S2C), indicating that EP4 is the major functional receptor to mediate PGE2-induced swelling in mouse small intestine.

COX1 and COX2 are involved in the PGE2 synthesis (Clasadonte et al. 2011). When mouse MSCs were pretreated with the COX1 selective inhibitor SC560 and the COX2 selective inhibitor celecoxib, the PGE2 level in MSC-CM was decreased, showing impaired ability to induce organoid swelling (Figs. 2E, F and S3A). This phenomenon was also observed in human organoids (Fig. S3B-D). The nonsteroidal anti-inflammatory drugs aspirin and indomethacin can inhibit COX activity (Flower 2003; Warner et al. 1999). The pretreatment of hMSCs with aspirin or indomethacin could also block the MSC-CM-induced swelling of human intestine organoids (Fig. S3E, F). Furthermore, the PGE analogue misoprostol could partially induce organoid swelling even in the presence of the COX inhibitors-treated human MSC-CM (Fig. S3E, F). The data together suggest that MSC-CM-induced swelling is mediated by the COX-PGE2-EP4 axis.

### COX deletion in Gli1^+^ MSCs abolishes the MSC-CM-induced organoid swelling

To validate the role of the COX-PGE2-EP4 axis in vivo, we first examined COX expression. The scRNA-seq revealed the expression of the COX1-encoding gene *Ptgs1* and the COX2-encoding gene *Ptgs2* in the intestinal MSCs (Fig. S4A), which was confirmed by the immunofluorescence staining (Fig. 3A, B). Intriguingly, *Ptgs1* expression was not overlapped with *Ptgs2* (Fig. S4B), so we simply defined MSCs expressing either *Ptgs1* or *Ptgs2* (or both) as the COX-expressing MSCs (the Plus cluster), and the rest as the Minus cluster (Fig. S4C). We found that the COX-expressing MSCs accounted for half of total intestinal MSCs (130/257) (Fig. S4D).

**Fig. 3:**
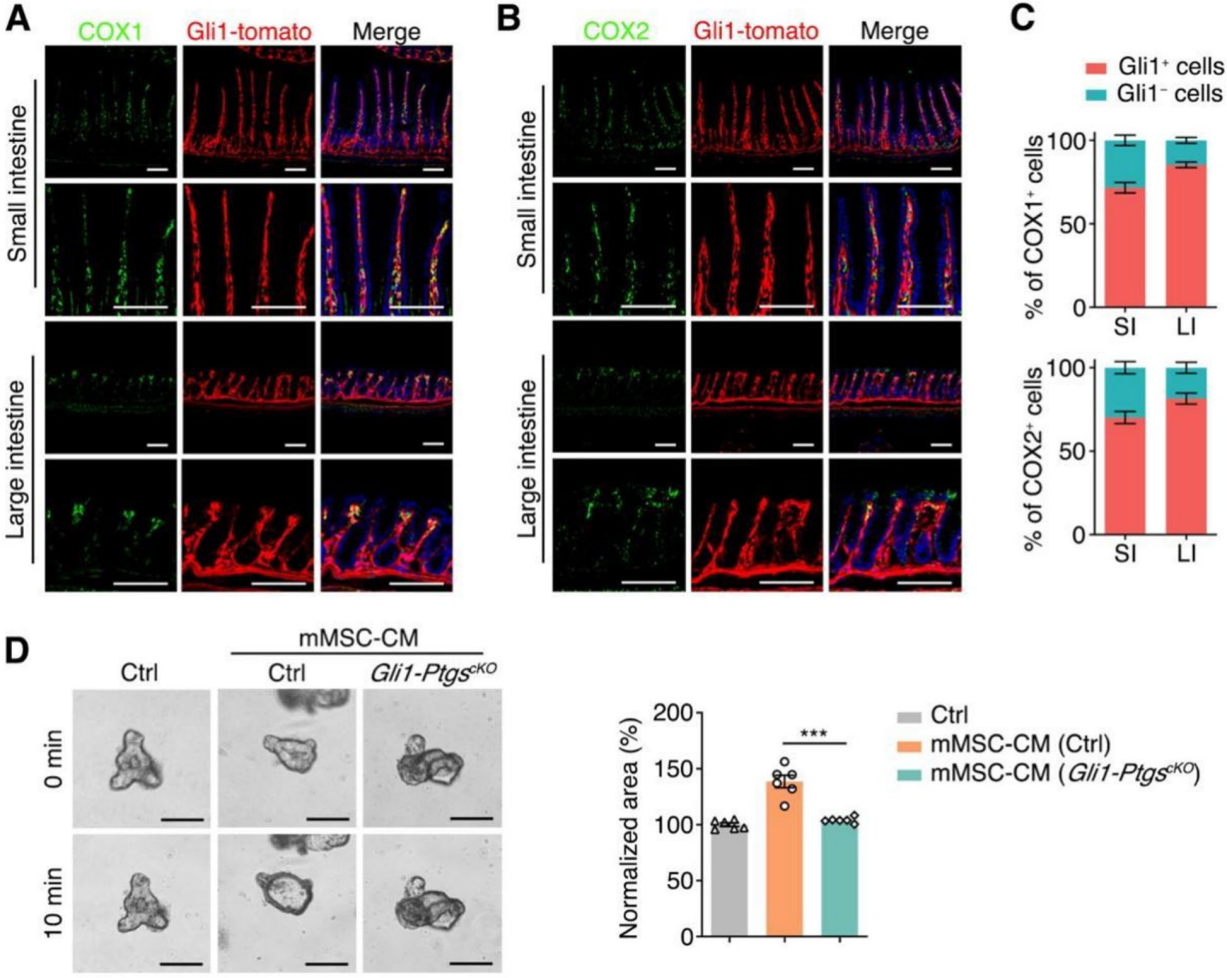
COX deletion inhibits the MSC-CM-induced organoid swelling. **A**, **B** Representative images of COX1 (**A**) or COX2 (**B**) distributions in Gli1-tomato cells in mouse small and large intestine. **C** Proportions of Gli1^+^ cells in COX1^+^ or COX2^+^ cells in mouse small (SI) and large intestine (LI). **D** Time-lapse imaging and surface area quantification of small intestinal organoids with stimulation using mMSC-CM from Ctrl or *Gli1-Ptgs*^*cKO*^ mice. Scale bar, 100 μm. Data represent mean ± SD of three independent experiments. ***P < 0.001, one-way ANOVA (**D**)

*Gli1* has been reported to be a marker of MSCs in mouse intestine (Degirmenci et al. 2018). The immunofluorescence analysis of *Gli1-Cre*^*ERT2*^*; Rosa26-tdTomato* mice revealed that most COX^+^ cells were Gli1-tdTomato^+^ cells (Fig. 3A-C). Therefore, to investigate the role of COX in MSCs, we crossed *Ptgs1*^*flox/flox*^ and *Ptgs2*^*flox/flox*^ mice with *Gli1-Cre*^*ERT2*^*; Rosa26-tdTomato* mice and generated *Gli1-Ptgs*^*cKO*^ mice, in which both COX1 and COX2 were knocked out in Gli1^+^ MSCs (Fig. S5A). Five-day tamoxifen administration led to nearly complete deletion of COX1 and COX2 in MSCs within one month (Fig. S5B). Then, the Gli1^+^ MSCs were isolated from *Gli1-Ptgs*^*cKO*^ mice by fluorescence-activated cell sorting (FACS) and were cultured in vitro. The CM from these cells lost the ability to stimulate the organoid swelling (Fig. 3D). These results indicate that COX1 and COX2 in the Gli1^+^ MSCs are critical to the MSC-CM-induced organoid swelling.

### COX-expressing MSCs support goblet cell differentiation

Since COX expression in MSCs was critical for MSCs to induce the epithelial swelling in vitro, we next addressed the function of COX-expressing MSCs in vivo. Since CFTR activation induced by PGE2 is crucial for the fluid secretion of the intestine, we first measured the stool water content of *Gli1-Ptgs*^*cKO*^ mice. However, one month after Cre induction, COX deletion appeared to have minimal effects on the stool water content (Fig. S5C), perhaps due to the existence of other MSCs not labeled by Gli1 that could still secrete PGE2. Moreover, *Gli1-Ptgs*^*cKO*^ mice showed normal intestinal length and body weight (Fig. S6A, B). Intriguingly, shorter crypt length of the small intestine was observed in *Gli1-Ptgs*^*cKO*^ mice (Fig. 4A, B). 

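Bulk RNA-seq of small intestinal crypts covered 2 libraries from Ctrl mice and 2 from *Gli1-Ptgs* cKO mice, in which tamoxifen-induced Cre deletes *Ptgs1* and *Ptgs2*, the genes of COX1 and COX2, in Gli1-expressing mesenchymal cells. The mice were sampled 1 month after tamoxifen, given at 100 mg/kg for 5 days. The legend of Fig. 4 describes Ctrl mice as carrying both floxed genes without Cre, whereas the sample labels describe mice with Gli1-CreERT2 and a tdTomato reporter. The labels also name other RNA and library kits than the methods do. The authors aligned paired-end reads to the mouse genome with STAR, counted reads per gene and compared the groups with DESeq2. Their deposited table gives each library's counts divided by its DESeq2 size factor, called normalized counts here, for 11554 genes. The smallest mean over the 4 libraries was 48.4 normalized counts, so weakly expressed genes are not in the table. The spacing of the values gave whole reads for 100% of them. On the listed genes, the Ctrl libraries held 19591625 and 21121714 reads and the *Gli1-Ptgs* cKO libraries 19547430 and 16853017 reads.
Because the table holds normalized values, groups were compared with limma-trend on log2(normalized count + 1), for genes with a mean of at least 1. Fold changes are *Gli1-Ptgs* cKO against Ctrl on that scale. Genes were called at the paper's threshold, an unadjusted p under 0.01 and an absolute log2 fold change over 1, and also at a Benjamini-Hochberg adjusted p under 0.05. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333. The deleted gene *Ptgs1* had 365.5 and 163.8 normalized counts in the Ctrl libraries and 178.4 and 198.9 in the *Gli1-Ptgs* cKO libraries, which overlap, while *Ptgs2* and *Gli1* are not among the listed genes. The deletion is in Gli1-expressing mesenchymal cells, and the crypt libraries also held mesenchymal RNA, with 5819 and 3458 normalized counts of *Dcn* in Ctrl and 3641 and 4385 in *Gli1-Ptgs* cKO. These values do not separate the cells with the deletion from the others.
The libraries differed by transcript length. In *Gli1-Ptgs* cKO replicate 1 the log2 difference from the mean of the other 3 libraries fell with the length of the longest annotated transcript, with a Spearman correlation of -0.673 across 11546 genes, which are not independent replicates. Its median was 0.89 for genes with transcripts of at most 1437 bases and -0.69 for genes with transcripts of at least 6808.5 bases, the shortest and longest of 10 groups of equal size. The median absolute difference between replicates was 0.50 on the log2 scale in *Gli1-Ptgs* cKO crypts and 0.19 in Ctrl crypts. The first principal component, with 68.4% of the variance, set *Gli1-Ptgs* cKO replicate 1 apart from the other 3 libraries.

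**Figure D1:**
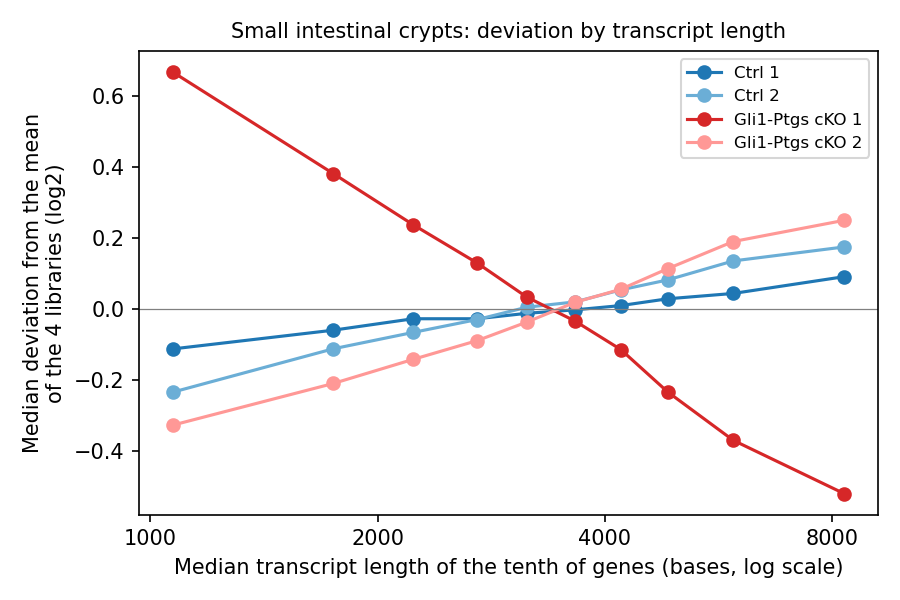
Median deviation of each crypt library from the mean of the 4 libraries (log2, vertical axis) in 10 groups of genes ordered by transcript length (bases, log scale, horizontal axis), with 1 line per library. *Gli1-Ptgs* cKO replicate 1 runs from 0.67 in the shortest group to -0.52 in the longest, and the other 3 libraries run the other way.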

To explore the gene profiling changes of shorter crypts, the control (Ctrl) and mutant crypts were targeted for bulk RNA-seq. The results revealed that *Muc2* expression was decreased in the mutant group (Fig. 4C), which was validated by immunofluorescent staining (Fig. 4D), indicating that COX deletion leads to reduction of goblet cells. 

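*Muc2* (ENSMUSG00000025515) lies on chromosome 7 of GRCm38 from 141690340 to 141754693 and encodes the main secreted mucin of goblet cells. It had 19800 and 15810 normalized counts in the Ctrl crypts and 8235 and 7934 in the *Gli1-Ptgs* cKO crypts. The means were 17800 ± 2819 (SD, n = 2) and 8084 ± 213 (SD, n = 2). The log2 fold change was -1.13 with a standard error of 0.28, and both *Gli1-Ptgs* cKO libraries lay below both Ctrl libraries. Its unadjusted p from limma-trend was 0.0052, past the paper's threshold, and its Benjamini-Hochberg adjusted p over all genes was 1.00. Libraries with the same replicate number deviated from their group means with a correlation of 0.247 across genes. With the replicate number as a block, the limma-trend p of *Muc2* was 9.5e-04 and the adjusted p 0.21. The block leaves 1 residual degree of freedom per gene, and limma then used a variance taken from the trend over all genes, so a gene's own spread between pairs does not enter its block p. The same-numbered differences of *Muc2* were -1.27 and -0.99. Shrinking the fold changes with DESeq2's prior moved the *Muc2* value most, to -0.81.
The other goblet cell genes did not fall with *Muc2*. Of 12 genes in a list set before the data were examined, 11 were in the table, and their median log2 fold change was 0.37, from -0.22 to 0.96. None of the 11 was lower in both *Gli1-Ptgs* cKO libraries than in both Ctrl libraries, and *Agr2* and *Capn9* were higher in both. Against the Ctrl mean, the list's median was 0.74 in *Gli1-Ptgs* cKO replicate 1 and 0.0056 in replicate 2, and after correction for transcript length, an alternative chosen after seeing the data, the median of the list was 0.08. The rotation gene set test of limma (fry) gave a directional p of 0.436 for the list without the block and 0.562 with it. From the lower *Muc2* expression and the immunofluorescent staining of Fig. 4D, the paper concludes that COX deletion reduces goblet cells.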

We also examined other intestinal cell lineages and found that Lyz1^+^ Paneth cells were decreased (Fig. S6C), while no changes were detected in Chga^+^ enteroendocrine cells (Fig. S6D) and Olfm4^+^ stem cells (Fig. S6E). To further investigate whether PGE2 regulates *Muc2* expression, small intestinal organoids were cultured in the absence or presence of PGE2. Consistent with the in vivo results, PGE2 could enhance *Muc2* expression (Fig. 4E). Mucin plays an important role in protecting the gastrointestinal epithelium from injury (Png et al. 2010). Through analyzing the Gene Expression Omnibus (GEO) DataSets, we observed increased *Muc2* expression in gut biopsies from IBD patients compared to healthy individuals (Fig. S6F). This is consistent with the RNA-seq analysis of deferentially expression genes between control group and *Gli1-Ptgs*^*cKO*^ group, showing that *Muc2* was a top downregulated gene in the volcano plot (Fig. S6G). 

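At the paper's threshold, limma-trend called 20 crypt genes higher and 1 lower in the *Gli1-Ptgs* cKO group. The lower gene was *Muc2*, whose p ranked 1 among the 5936 genes with a negative log2 fold change, while by the size of the fold change it ranked 30. No gene had an adjusted p under 0.05, and 73 genes had an unadjusted p under 0.05, where 578 of the 11554 would by chance. With the replicate number as a block, 63 genes were higher and 15 lower, and 34 had an adjusted p under 0.05. The authors' deposited table has 60 genes higher and 5 lower at the same threshold, and all 20 higher genes were among those 60. By the authors' DESeq2 test, 8 genes had an adjusted p under 0.05, among them *Anxa10*, *Tff2*, *Gkn1* and *Gkn2*. *Muc2* was not among them, with an adjusted p of 0.148 by that test. Of all genes, 9.7% were higher and 11.3% lower in both *Gli1-Ptgs* cKO libraries than in both Ctrl libraries, against the 16.7% that chance gives in each direction.
The other 4 genes marked DOWN in Fig. S6G were also lower in both *Gli1-Ptgs* cKO libraries, and none passed the threshold in limma-trend without the block. *Muc3* had a log2 fold change of -1.07 (standard error 0.32) and an unadjusted p of 0.013, and *Muc3a* of -1.13 (0.32) and 0.0103. Both are mucin genes on chromosome 5, and the authors' counting could have split reads between them. *Wdfy1* had a log2 fold change of -1.27 (0.36) and a p of 0.0104. *Ceacam2* had 1540 normalized counts in Ctrl replicate 1 and 7051 in Ctrl replicate 2, against 1311 and 1222 in the *Gli1-Ptgs* cKO libraries, so its log2 fold change of -1.38 (0.64) rested mostly on 1 library. With the block, all 5 genes marked DOWN passed the threshold, on a variance shared by all genes. This does not show that the replicates were alike, as the same-numbered differences of *Ceacam2* were -0.23 and -2.53.

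**Figure D2:**
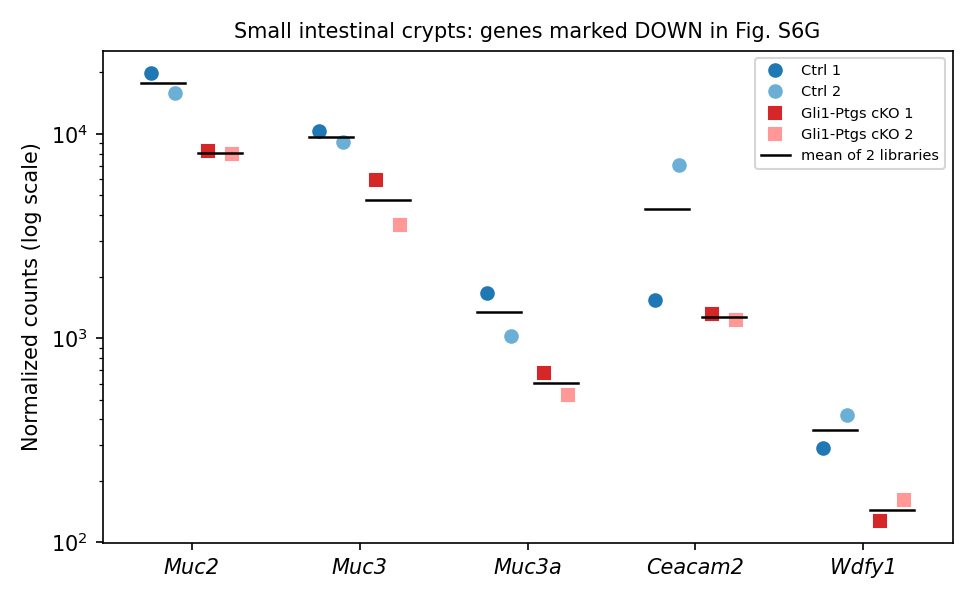
Normalized counts (log scale, vertical axis) of the 5 genes marked DOWN in Fig. S6G in each crypt library, with circles for Ctrl, squares for *Gli1-Ptgs* cKO and bars for the mean of 2 libraries. *Ceacam2* in Ctrl replicate 2, at 7051, stands apart from the other 3 libraries.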

The upregulation of MUC2 in IBD is likely a compensatory mechanism for damages in the epithelium barrier.

**Fig. 4:**
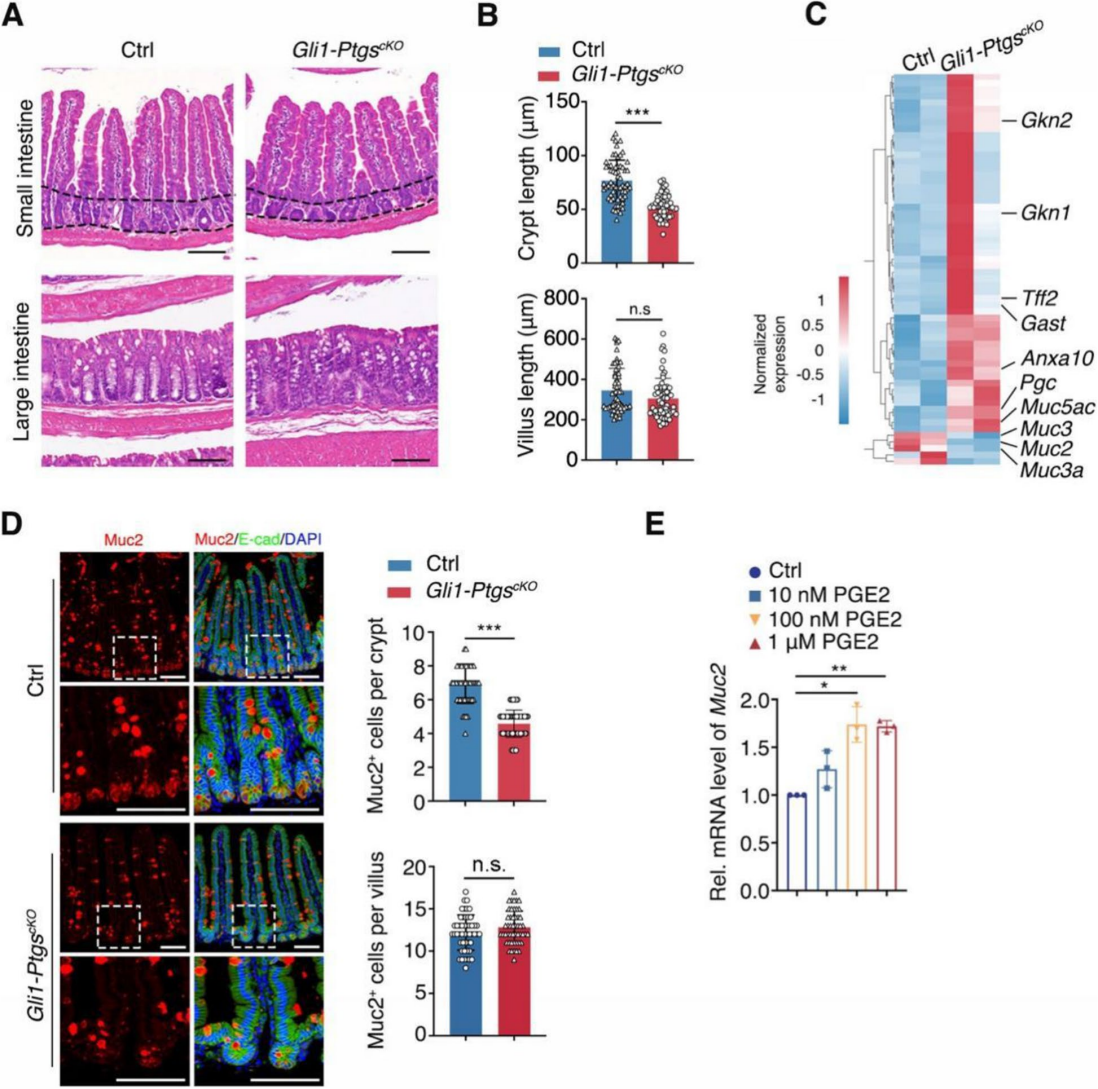
Loss of PGE2 dampens the *Muc2* expression in mouse intestinal epithelium. **A** Representative structures of *Gli1-Ptgs*^*cKO*^ (*Gli1-CreER; Ptgs1*^*flox/flox*^*; Ptgs2*^*flox/flox*^) and Ctrl (*Ptgs1*^*flox/flox*^*; Ptgs2*^*flox/flox*^) mouse small and large intestine indicated by H&E staining. The dashed lines indicate the crypt region of small intestine. Scale bar, 100 μm. **B** The crypt and villus length of *Gli1-Ptgs*^*cKO*^ and Ctrl mouse small intestine. **C** Heatmap showing differential expressed genes of small intestinal crypts between *Gli1-Ptgs*^*cKO*^ and Ctrl mice, analyzed from bulk RNA-seq. **D** Immunofluorescent staining of *Muc2* and quantification of Muc2^+^ cell number of *Gli1-Ptgs*^*cKO*^ and Ctrl mouse small intestine. Scale bar, 100 μm. **E** *Muc2* expressions of organoids treated with PGE2, as revealed by RT-PCR analysis. Data represent mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. not significant, unpaired two-tailed *t*-test (**B**, **D**), one-way ANOVA (**E**)

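The 7 genes *Anxa10*, *Tff2*, *Gkn1*, *Gkn2*, *Gast*, *Muc5ac* and *Pgc* each had more normalized counts in both *Gli1-Ptgs* cKO crypt libraries than in both Ctrl libraries. *Anxa10* (ENSMUSG00000031635, GRCm38 chromosome 8 from 62057042 to 62123150) had 544.8 ± 42.97 (SD, n = 2) in Ctrl and 1759 ± 447 (SD, n = 2) in *Gli1-Ptgs* cKO crypts, a log2 fold change of 1.67. *Gkn1* rose from 6751 ± 1646 to 23510 ± 13290 (SD, n = 2 each), and *Gkn2*, its neighbour on chromosome 6, from 8171 ± 2187 to 24670 ± 9131. *Tff2* went from 5032 ± 342 to 17690 ± 10770, with 25310 in replicate 1 and 10070 in replicate 2. *Muc5ac* rose from 3835 ± 964 to 9449 ± 2448 and *Pgc* from 4302 ± 816 to 9555 ± 707. *Gast* rose from 247.0 ± 97.3 to 999.8 ± 688.5, a log2 fold change of 1.88 with a standard error of 0.54.
By limma-trend, 6 of the 7 genes passed the paper's threshold, and *Gast* had an unadjusted p of 0.0113. None had an adjusted p under 0.05 over all genes, and adjusted over these 7 genes alone all 7 did, which shows no stability because the genes were picked from these libraries. With the replicate number as a block, all 7 passed the threshold and 6 had a limma-trend adjusted p under 0.05 over all genes, again on the shared variance. The same-numbered differences of *Gkn1* were 2.56 and 0.83. Except for *Muc5ac* and *Pgc*, normalized counts were higher in *Gli1-Ptgs* cKO replicate 1, the library in which short transcripts were high, than in replicate 2. After correction for transcript length, an alternative chosen after seeing the data, log2 fold changes ranged from 0.91 for *Pgc* to 1.62 for *Muc5ac*, and *Pgc* no longer passed the threshold.

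**Figure D3:**
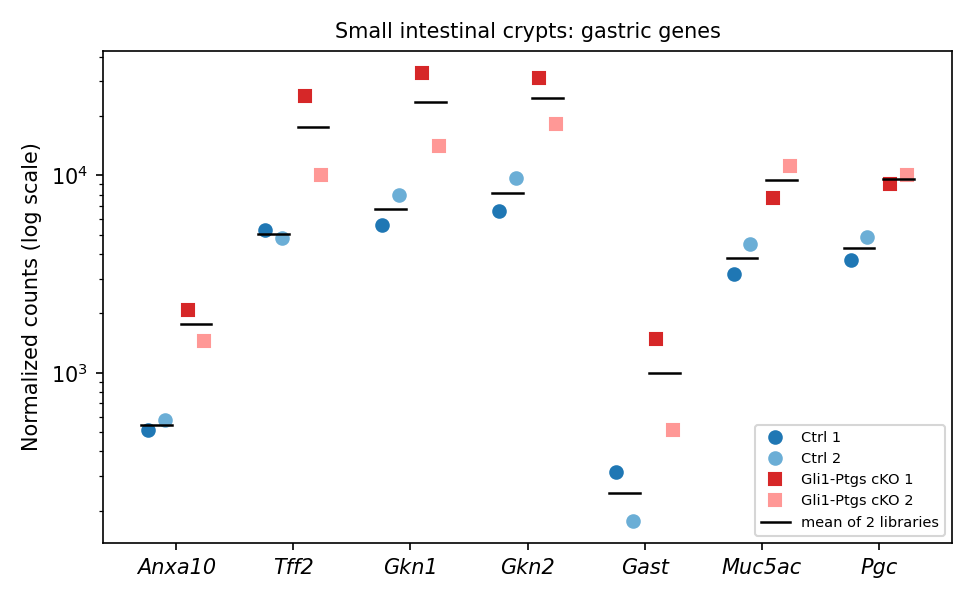
Normalized counts (log scale, vertical axis) of the 7 gastric genes in each crypt library, with circles for Ctrl, squares for *Gli1-Ptgs* cKO and bars for the mean of 2 libraries. The squares lie above the circles for each gene.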

We also detected the upregulated expression of *Anxa10*, *Tff2*, *Gkn1*, *Gkn2*, *Gast*, *Muc5ac* and *Pgc* (Figs. 4C, S6G), which are all highly expressed in the gastric mucosa (Busslinger et al. 2021; Huebner et al. 2023; Kim et al. 2022; Seidlitz et al. 2019). This phenotype is similar to the gastric metaplasia characterized by the appearance of epithelial cells with the gastric identity in the duodenum (Shaoul et al. 2000). 

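The median log2 fold change of the 7 genes was 1.67. The fry test gave a directional p of 0.031, or 0.186 after Benjamini-Hochberg adjustment over the 18 gene lists tested. With the replicate number as a block, the fry p was 0.163 unadjusted and 0.734 adjusted. The paper picked these genes as higher from the same 4 libraries, so these p-values restate that choice and are no independent test. In a separate list of 18 gastric genes that the paper does not name, set beforehand, 9 were in the table. Of these, 8 were higher in both *Gli1-Ptgs* cKO libraries, with a median of 1.07 over the 9. The fry p of this list was 0.0073 unadjusted and 0.066 adjusted. With the block, which leaves 1 residual degree of freedom per gene, the fry p of this list was 0.083 unadjusted and 0.734 adjusted. *Cblif*, the gene of gastric intrinsic factor, had a log2 fold change of 1.67 in the crypts and *Cldn18* of 1.32, while the mucin gene *Muc6* had -0.33 with overlapping groups. A list of genes higher in the duodenum had a median of -0.078 and a fry p of 0.753, and against the mean of the Ctrl libraries its median was -0.36 in *Gli1-Ptgs* cKO replicate 1 and 0.26 in replicate 2. The paper states that the rise of the 7 genes resembles gastric metaplasia. Gastric transcripts were also present in the Ctrl crypts, with 5588 and 7915 normalized counts of *Gkn1*. A larger amount of stomach tissue in the *Gli1-Ptgs* cKO libraries would raise the same genes. These values cannot separate it from gastric cells arising in the crypts.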

The prevalence of gastric metaplasia has been reported in intestinal inflammatory diseases including CD and non-specific chronic duodenitis (Fitzgibbons et al. 1988; Wright et al. 1990), and the expression of MUC5AC was detected in UC (Bara et al. 2003). We speculated that the gastric metaplasia-like phenotype resulting from COX1 and COX2 depletion in MSCs might reflect an abnormality of the intestinal epithelium prone to inflammation. In addition, the cell viability of MSCs derived from the *Gli1-Ptgs*^*cKO*^ group was decreased compared to that of control cells (Fig. S7).

### COX deficiency in MSCs makes the epithelium more vulnerable to DSS treatment

The decreased *Muc2* expression and the gastric metaplasia-like phenotype following COX deletion suggest that the epithelium might be more susceptible to intestinal injury and inflammation. Since PGE2 is a key mediator of inflammation in IBD, we next investigated the role of COX-expressing MSCs in the dextran sulphate sodium (DSS)-induced colitis mouse model. After treated with 3% DSS for 5 days (Fig. 5A), and *Gli1-Ptgs*^*cKO*^ mice exhibited a significant lower survival rate (Fig. 5B). The colon of *Gli1-Ptgs*^*cKO*^ mice lost the crypt-villus structure with higher histological score (Fig. 5C, D). The disease activity index (DAI) is commonly used to evaluate the grade and extent of DSS-induced colitis (Kihara et al. 2003). As shown in Fig. 5E, *Gli1-Ptgs*^*cKO*^ mice exhibited quicker body weight loss and higher DAI score with earlier occurrence of digestive tract symptoms such as diarrhea and bleeding. Moreover, more severe colonic epithelium injury was observed in *Gli1-Ptgs*^*cKO*^ mice at day 5 after DSS treatment, accompanied by the increase of CD45^+^ leukocyte infiltration (Fig. 5F) and *Muc2* deduction (Fig. S8), indicating a strong inflammatory response. These data together suggest that expression of COX1 and COX2 in MSCs is critical to the epithelium maintenance upon injury.

**Fig. 5:**
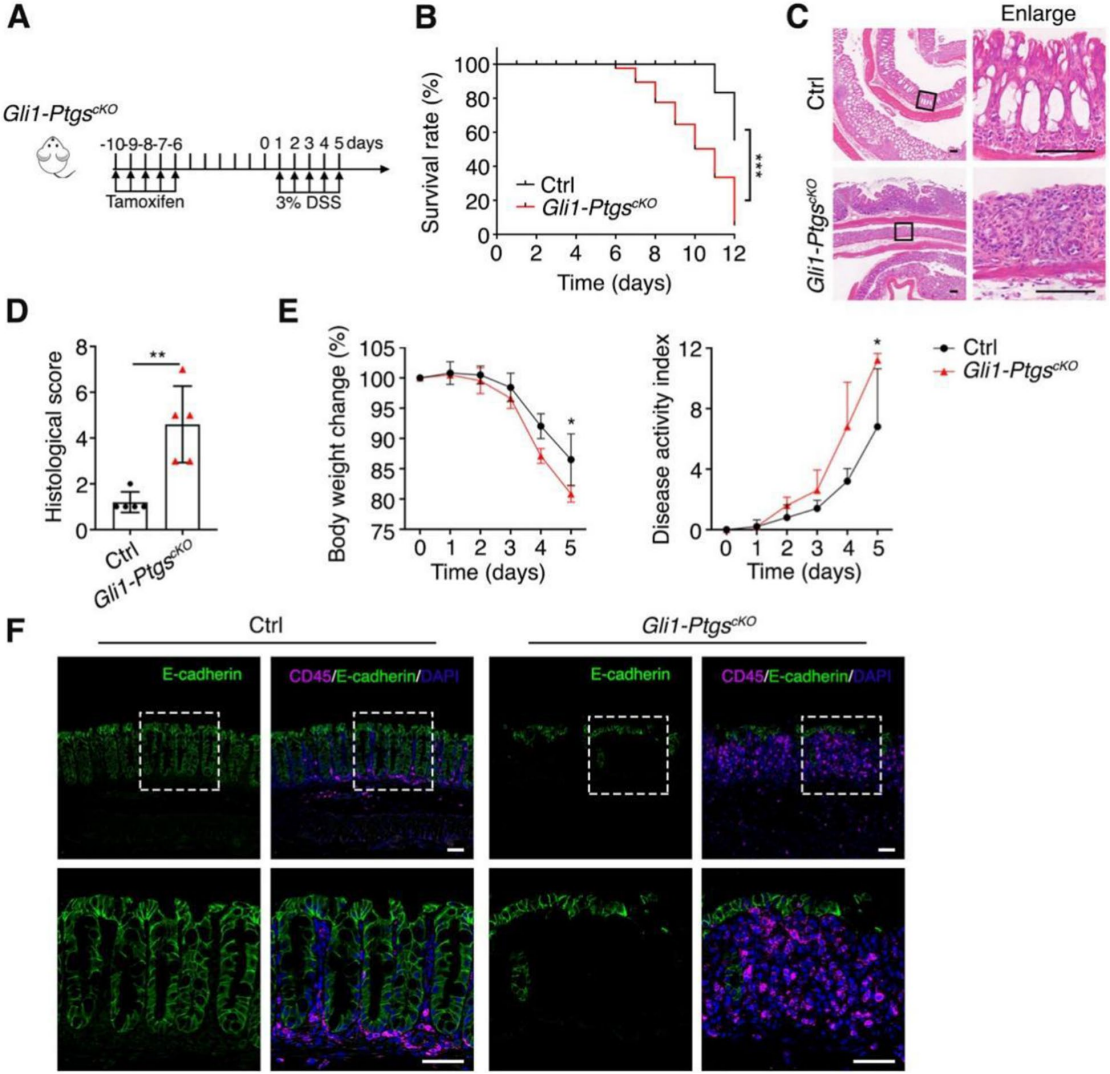
COX deletion aggravates DSS-induced epithelial injuries in colon. **A** Schematic diagram showing the timepoint for tamoxifen injection and DSS treatment. **B** The survival rate of *Gli1-Ptgs*^*cKO*^ and Ctrl mice (*n* = 6 per genotype). **C** Representative structures of *Gli1-Ptgs*^*cKO*^ and Ctrl mouse colon after DSS treatment indicated by H&E staining. Mice treated with 3% DSS for 5 days followed by 2-day water feeding were sacrificed. Scale bar, 100 μm. **D** Histological score of *Gli1-Ptgs*^*cKO*^ and Ctrl mice after DSS treatment (*n* = 5 per genotype). **E** Body weight and disease activity index of *Gli1-Ptgs*^*cKO*^ and Ctrl mice after DSS treatment (*n* = 5 per genotype). **F** Immunofluorescent staining of CD45 in *Gli1-Ptgs*^*cKO*^ and Ctrl mouse colon after DSS treatment. Scale bar, 100 μm. Data represent mean ± SD of three independent experiments. *P < 0.05, **P < 0.01, Log-rank test (**B**), unpaired two-tailed *t*-test (**D**), Friedman test (**E**)

## Discussion

Emerging evidence indicates that intestinal MSCs provide not only structural support but also signaling molecules such as Wnt, BMP, BMP antagonists and cytokines that regulate epithelial cell fate determination (Gehart and Clevers 2019). Certain types of intercrypt mesenchymal cells have been reported to supply niche signals to stem cells: Pdgfrα^+^ MSCs as the source of Wnts and R-spondin 3 (Greicius et al. 2018), Gli1^+^ MSCs as the source of Wnt2b (Degirmenci et al. 2018), and CD34^+^GP38^+^Acta2^−^ MSCs as the source of Wnt2b, R-spondin 1 and Gremlin 1 (Stzepourginski et al. 2017). However, the paracrine effects of intestinal MSCs on the intestinal epithelium still remain largely unexplored considering the large diversity and heterogeneity of MSCs. In this study, we identified a subpopulation of COX-expressing MSCs that promote intestinal organoid swelling via PGE2 secretion to activate CFTR, support the *Muc2* expression of intestinal epithelium, and confer the epithelium resistance to injury in the DSS-induced colitis model.

CFTR functions as an anion channel and is critical for fluid and electrolyte homeostasis, and its mutations result in cystic fibrosis that affects the respiratory, digestive, endocrine, and reproductive system (Polgreen and Comellas 2022). Forskolin treatment on intestinal organoids could cause the opening of CFTR channel, thus leading into the organoid swelling due to water absorption (Dekkers et al. 2013). Our study revealed that PGE2 produced by COX-expressing MSCs could regulate CFTR channel activity in organoids. However, there is no abnormal fluid secretion of intestinal epithelium in *Gli1-Ptgs*^*cKO*^ mice. The reason may be that PGE2 is also produced by other Gli1^−^ cells, or from other sources, such as macrophages that could produce PGE2 to promote Wnt signaling of intestinal stem cells (Zhu et al. 2022).

We found that *Muc2* expression was significantly downregulated in *Gli1-Ptgs*^*cKO*^ mice. *Muc2* can protect the intestine epithelium from injury (Png et al. 2010), indicating that PEG2-generating MSCs may contribute to the integrity of the intestinal barrier via regulating Muc2 production. Indeed, depletion of COX1 and COX2 in Gli1^+^ MSCs resulted in more severe intestinal injury after DSS administration. It is consistent with the report that dual inhibition of COX1 and COX2 could lead to small intestinal ulcers, as mice treated with SC560 and celecoxib for 24 h displayed small bowel damage (Greicius et al. 2018). However, how depletion of COX1 and COX2 in Gli1^+^ MSCs leads to downregulation of Muc2 and whether the PKA-cAMP-CFTR axis is involved in this process are unclear.

We also observed an elevated expression in the intestinal epithelium of genes characteristic to the gastric mucosa upon COX ablation in MSCs. Such aberrant shift in expression pattern resembles gastric metaplasia found in patients with intestinal inflammatory diseases associated with antral *C. pylori* infection or serve as a defense mechanism for mucosal ulceration (Fitzgibbons et al. 1988; Wright et al. 1990). It is possible that the gastric metaplasia-like program induced by mesenchymal COX deletion might prime the intestinal epithelium for inflammation, and further investigation is required for clarifying its biological implications.

It has been reported that inhibition of COX2/PGE2 confers anti-inflammation in many conditions (Bertolini et al. 2001; Cui and Jia 2021). However, we found that COX deficiency in MSCs makes the epithelium more vulnerable to DSS-induced colitis. Our data are in agreement with other reports. For instance, human umbilical cord blood-derived MSCs could reduce colitis by producing PGE2 (Kim et al. 2013), and ablation of the TLR4-p38MAPK-Cox2 pathway in MSCs aggravated colitis development (Gao et al. 2021). These results are consistent with the observation that NSAIDs were commonly used for inflammation treatment, but they sometimes cause IBD relapse and gastrointestinal complications (Wang et al. 2021). The role of PGE2 in colitis may be context-dependent, perhaps due to the complex immune responses. The underlying mechanism await further investigation.

## Methods

### Animals

*Apoa1-mCherry* mice were commercially generated by our group through Gem Pharmatech (Nanjing); *Rosa26-Loxp-STOP-Loxp-tdTomato* mice were obtained from Jackson Laboratory; *Ptgs1*^*flox/flox*^ mouse strain was obtained from Gem Pharmatech. Both male and female mice were back-crossed into the C57BL/6 genetic background. For Cre-mediated recombination, mice were intraperitoneally injected (100 mg/kg) with tamoxifen (Sigma) for 5 consecutive days. All mice were housed in the pathogen-free Laboratory Animal Facility at Tsinghua University. All animal studies were under the approval of the Institutional Animal Care and Use Committee of Tsinghua University.

### Stool collection

Mice were placed in a separate clean cage and fecal pellets were collected immediately in sealed tubes. To measure stool water content the fecal pellets were dried at 65℃ for 48 h and the stool water content was calculated as follows: (wet weight—dry weight)/wet weight.

### Mouse intestinal crypt isolation and organoid culture

Mouse intestinal crypts were isolated and cultured as previously described (Qi et al. 2017; Sato et al. 2011). Isolated crypts were embedded in Matrigel (BD) and seeded on 48- or 24-well plate. After polymerization, isolated crypts were cultured in culture medium (Advanced DMEME/F12, Thermo Fisher) supplemented with Penicillin/Streptomycin (Thermo Fisher), GlutaMAX-I (Thermo Fisher), N2 (Thermo Fisher), B27 (Thermo Fisher) and N-acetylcysteine (Sigma-Aldrich), EGF (50 ng/ml, Peprotech), Noggin (100 ng/ml, Novoprotein) and R-spondin1 (500 ng/ml, Novoprotein). The culture medium was added and refreshed every 3 days.

### Human intestinal crypt isolation and organoid culture

Human intestinal crypts were isolated and cultured as previously described (Wang et al. 2020). Isolated crypts were cultured in culture medium (Advanced DMEME/F12) supplemented with Penicillin/Streptomycin, GlutaMAX-I, N2, B27, N-acetylcysteine, EGF (50 ng/ml,), Noggin (100 ng/ml) and R-spondin1 (500 ng/ml), CHIR-99021 (5 μM, Selleck), A83-01 (0.5 μM, MCE), SB202190 (10 μM, Selleck), Gastrin (1 nM, Tocris), Y27632 (10 μM, Selleck), PGE2 (2.5 μM, Selleck), and Nicotinamide (10 mM, Sigma-Aldrich). The culture medium was added and refreshed every 3 days.

### Intestinal MSC isolation and culture

The fat and feces of intestinal tissue were removed, and tissue was cut into small pieces (5 mm) and incubated in 1 mM DTT (sigma) and 30 mM EDTA (Beyotime) for 10 min at 250 rpm and then vortexed vigorously for 2 min. Then, the tissues were cut up and dissociated in RPMI-1640 containing 150 μg/mL DNase I (Promega), Collagenase VIII (Sigma, 100 U/mL for mouse, 2000 U/mL for human) at 37 ℃ for 20 min. MSCs were plated on 6 cm dish to grow and cultured in MSC culture medium (αMEM, Gibco) supplemented with 10% FBS (ExCell Bio) and Penicillin/Streptomycin.

### PGE2 concentration determination

MSCs were seeded in 10 cm dish. At 80–90% confluence, cells were washed with PBS for twice and the medium was replaced with 3 mL serum-free DMEM medium. After 24 h, the cell number was counted, and the medium was collected and centrifuged for 5 min at 1200 g to remove cell debris. The PGE2 concentration of MSC-CM was measured by using a Prostaglandin E2 Express ELISA Kit (Cayman Chemical, 500,141) according to manual instructions.

### Immunofluorescent staining

The intestine was isolated and fixed with 4% formaldehyde solution, then embedded in OCT. The cryosections were prepared. Then, the sections were permeabilized for 15 min with 0.1% Triton X-100 on ice and blocked in 5% BSA for 1 h at room temperature. The sections were then incubated overnight with the primary antibody at 4 ℃. Finally, the fluorescein-labelled secondary antibodies were applied for 1 h at room temperature. The following antibodies were used: rabbit anti-COX1 (Abcam, 1:200); rabbit anti-COX2 (Abcam, 1:200); mouse anti-PTGES (Santa Cruz, 1:50); rabbit anti-Muc2 (Abcam, 1:300); rabbit anti-Lyz (Abcam, 1:300); rabbit anti-Chga (Abcam, 1:300); rabbit anti-Olfm4 (CST, 1:300).

### Immunoblotting

Protein lysates were prepared from intestinal MSCs. These assays were performed as previously described (Qi et al. 2017). The following primary antibodies were used: rabbit anti-COX1 (Abcam, 1:1000); rabbit anti-COX2 (Abcam, 1:1000); GAPDH (Santa Cruz, 1:1000).

### Single-cell RNA seq

Single-cell geneexpression data of mice duodenum, jejunum, ileum, colon and rectum were generated using Chromium Single Cell 3’ Reagent Kits by 10X Genomics (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). The reads were aligned to the mouse reference genome (mm10) using the Cellranger toolkit (v4.0.0). After filtering of low-quality cells with, UMI count matrices of single cells were retained for the subsequent analyses using R package Seurat. Unsupervised cell-clustering analysis was carried out and 18 unique cell clusters were identified, after differentially expressed genes (DEGs) analysis, specifically marking genes were calculated and cell types of each cluster were defined by canonical marker genes. Mesenchymal cells of large intestine were extracted and the co-expression of *Ptgs1* and *Ptgs2* were illustrated using UMAP (Uniform Manifold Approximation and Projection).

### Bulk RNA-seq

The crypts, villus and MSCs were isolated from mouse intestine respectively. 

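Villi of the small intestine were sequenced from the same groups, and the authors' deposited villus table lists 12701 genes as counts divided by DESeq2 size factors. The 2 Ctrl columns hold identical values for all 12701 genes, so they were counted as 1 library. The Ctrl library held 14587179 reads on the listed genes and the *Gli1-Ptgs* cKO libraries 15751024 and 13477600. With 1 Ctrl library the differences have no replicate check in Ctrl, so each library's value is given and no p-value. The 8 stem cell genes of a list took 5841 and 5600 CPM, their share of the reads on listed genes, in the Ctrl crypts and 191.7 in the Ctrl villi, and 10 enterocyte genes took 5127 and 7306 in the crypts and 26890 in the villi. Transcript length also differed here, with Spearman correlations of 0.543 and 0.507 between length and the log2 difference of *Gli1-Ptgs* cKO replicates 1 and 2 from Ctrl. Data from isolated MSCs were not analysed here.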

Then RNA of these cells was extracted by RNeasy mini kit (74,104, Qiagen) as manuals. cDNA libraries were conducted with the Ovation RNA-Seq System V2 kit (NuGEN) and subjected to high-throughput sequencing on an Illumina Novaseq PE150 platform. RNA-seq was carried out with two biological replicates. Sequencing reads were aligned to mouse genome reference (mm10) using STAR (Spliced Transcripts Alignment to a Reference) with default parameter. Differential expression analysis was performed using the R package DESeq2 based on gene counts data. Differentially expressed genes were identified with Log_2_FoldChange absolute value > 1 and *p* value < 0.01.

### DSS-induced colitis

Acute colitis model was established by administering 8-week-old male C57BL/6 mice with 3% DSS (MP biomedicals) for 5 days. Body weight was monitored every day. The colitis disease activity index (DAI) was calculated daily for each mouse on the basis of weight loss, stool consistency and rectal bleeding, following a previously reported protocol (Gao et al. 2021). Histological score was calculated at day 5, as previously reported (Obermeier et al. 1999).

### RT-PCR analysis

mRNA was extracted from cells or tissue samples with Trizol (Thermo Fisher) as previously described (Qi et al. 2017). For RT-PCR analysis, the following primers were used: Gapdh, 5’-AAGAAGGTGGTGAAGCAG-3’ and 5’- TCATACCAGGAAATGAGC-3’; Muc2, 5’-TGTGGTCTGTGTGGGAACTTTG-3’ and 5’- GCTTACATCTGGGCAAGTGGAA-3’.

### Statistical analysis

Statistical analysis was performed with Graphpad Prism software. All data were represented as mean ± SD. Unpaired two-tailed t-test, one-way ANOVA, and Friedman test analysis was used to compare differences as indicated in the figure legends. n. s: not significant, ∗: *p* value < 0.05, ∗∗: *p* value < 0.01, ∗∗∗: *p* value < 0.001.

### Supplementary Information

**Additional file 1: Supplemental Movie 1.** Video shows mMSC-CM-induced swelling of mouse small intestinal organoids.

**Additional file 2: Fig. S1.** Mouse MSC-CM activates the CFTR channel of intestinal epithelial cells. **Fig. S2.** PGE2 secreted by MSCs activates the CFTR channel of intestinal epithelial cells. **Fig. S3.** The PGE2 secretion of MSCs could be suppressed by COX inhibitors. **Fig. S4.** The expression of *Ptgs1* and *Ptgs2* in mouse colon. **Fig. S5.** COX deletion has minimal effects on the stool water content of mice. **Fig. S6.** *Muc2* expression is decreased in small intestinal crypts of *Gli1-Ptgs*^*cKO*^ mouse. **Fig. S7.** Deletion of COX1 and COX2 in mouse MSCs impairs cell proliferation. **Fig. S8.** *Muc2* expression is decreased in small intestinal of *Gli1-Ptgs*^*cKO*^ mouse after DSS treatment.

## Data Availability

The RNA-seq data have been made available at the Gene Expression Omnibus (GEO) repository under the accession number GSE243704: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE243704. All the other data generated or analyzed during this study are included in this published article and its supplementary information files. Requests for materials should be addressed to the corresponding author.

## Abbreviations

MSCs: Mesenchymal stromal cells
PGE2: Prostaglandin E2
COX: Cyclooxygenase
cAMP: Cyclic adenosine monophosphate
CFTR: Cystic fibrosis transmembrane conductance regulator
IBD: Inflammation bowl disease
NSAIDs: Nonsteroidal anti- inflammatory drugs
CM: Conditional medium
PKA: Protein kinase A
scRNA-seq: Single-cell RNA sequencing
FACS: Fluorescence-activated cell sorting
DSS: Dextran sulphate sodium
DAI: Disease activity index

# Supplementary material for: The cyclooxygenase-expressing mesenchyme resists intestinal epithelial injury by paracrine signaling
**Source:** Cell Regen. 2023 Aug 14;12:30. doi: 10.1186/s13619-023-00174-7
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. Mouse MSC-CM activates the CFTR channel of intestinal epithelial cells. Fig. S2. PGE2 secreted by MSCs activates the CFTR channel of intestinal epithelial cells. Fig. S3. The PGE2 secretion of MSCs could be suppressed by COX inhibitors. Fig. S4. The expression of Ptgs1 and Ptgs2 in mouse colon. Fig. S5. COX deletion has minimal effects on the stool water content of mice. Fig. S6. Muc2 expression is decreased in small intestinal crypts of Gli1-PtgscKO mouse. Fig. S7. Deletion of COX1 and COX2 in mouse MSCs impairs cell proliferation. Fig. S8. Muc2 expression is decreased in small intestinal of Gli1-PtgscKO mouse after DSS treatment.

**Supplementary information**

**The cyclooxygenase-expressing mesenchyme resists intestinal epithelial injury by paracrine signaling**

Siting Wei^1^†, Meng Li^2^†, Wanlu Song^1^, Jiaye Liu^3^, Shicheng Yu^2^, Yalong Wang^2^, Mengxian Zhang^1^, Huijun Du^1^, Yuan Liu^1^, Huidong Liu^1^, Wei Fu^4^, Baojie Li^5^ and Ye-Guang Chen^1, 2, 6^^*^

**Supplementary Figures 1-8**

**Supplemental Movie 1**

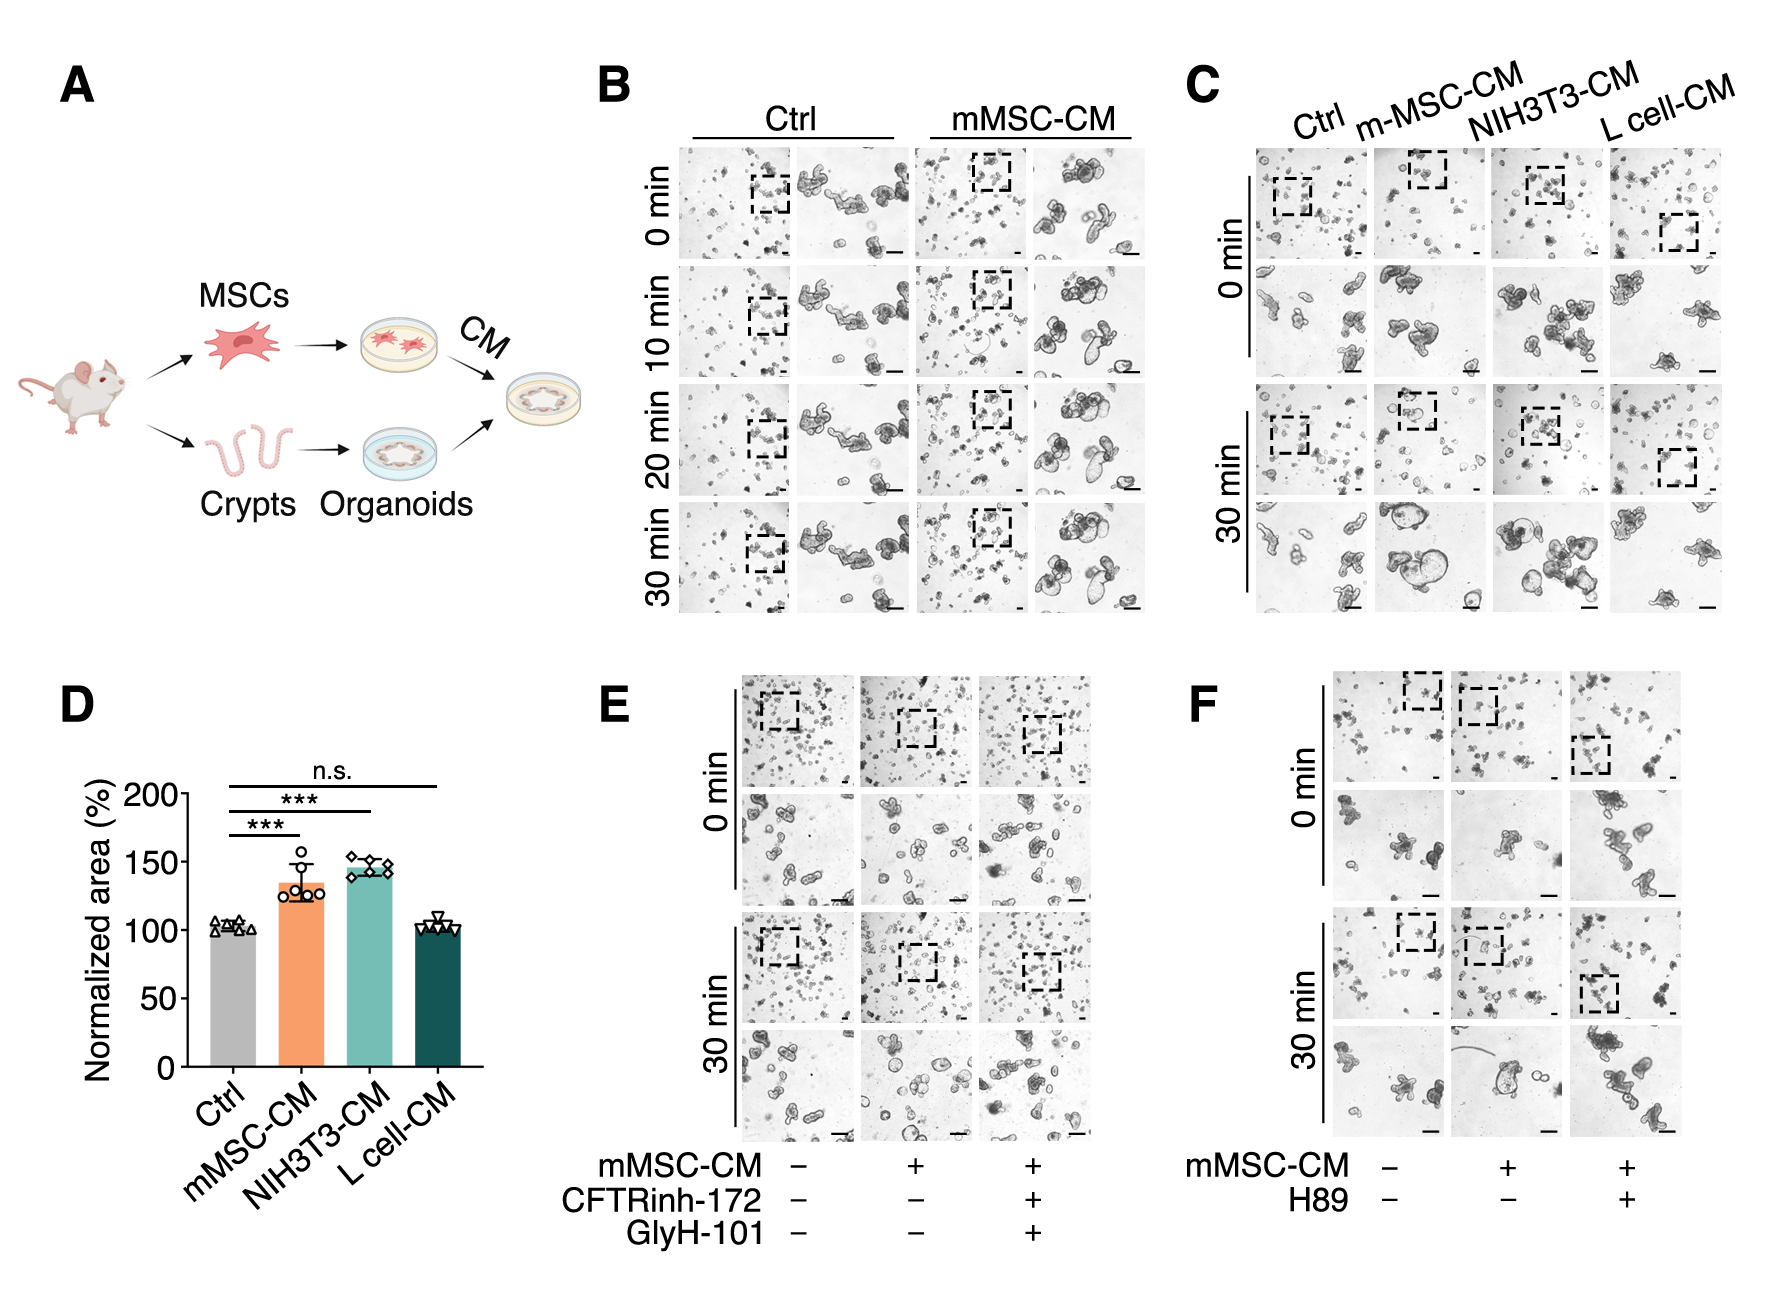

**Fig. S1 Mouse MSC-CM activates the CFTR channel of intestinal epithelial cells. (A)** Schematic diagram of co-culture of mouse small intestinal organoids and mouse MSC-CM. **(B)** Time-lapse imaging of mouse small intestinal organoids with mMSC-CM stimulation. Scale bar, 100 μm. **(C)** Time-lapse imaging of mouse small intestinal organoids with mMSC-CM, NIH3T3-CM or L cell-CM stimulation. Scale bar, 100 μm. **(D)** Surface area quantification of mouse small intestinal organoids with mMSC-CM, NIH3T3-CM or L cell-CM stimulation. **(E)** Time-lapse imaging of CFTRinh-172 and GlyH-101-treated mouse small intestinal organoids with mMSC-CM stimulation. The mouse small intestinal organoids were preincubated with 50 μM CFTRinh-172 and 50 μM GlyH-101 (CFTR inhibitors) for 3 h before stimulation. Scale bar, 100 μm. **(F)** Time-lapse imaging of H89-treated mouse small intestinal organoids with mMSC-CM stimulation. The mouse small intestinal organoids were preincubated with 10 μM H89 (PKA inhibitor) for 6 h before stimulation. Scale bar, 100 μm. Data represent mean ± SD of three independent experiments. ****P* < 0.001, n.s. not significant, one-way ANOVA (D).

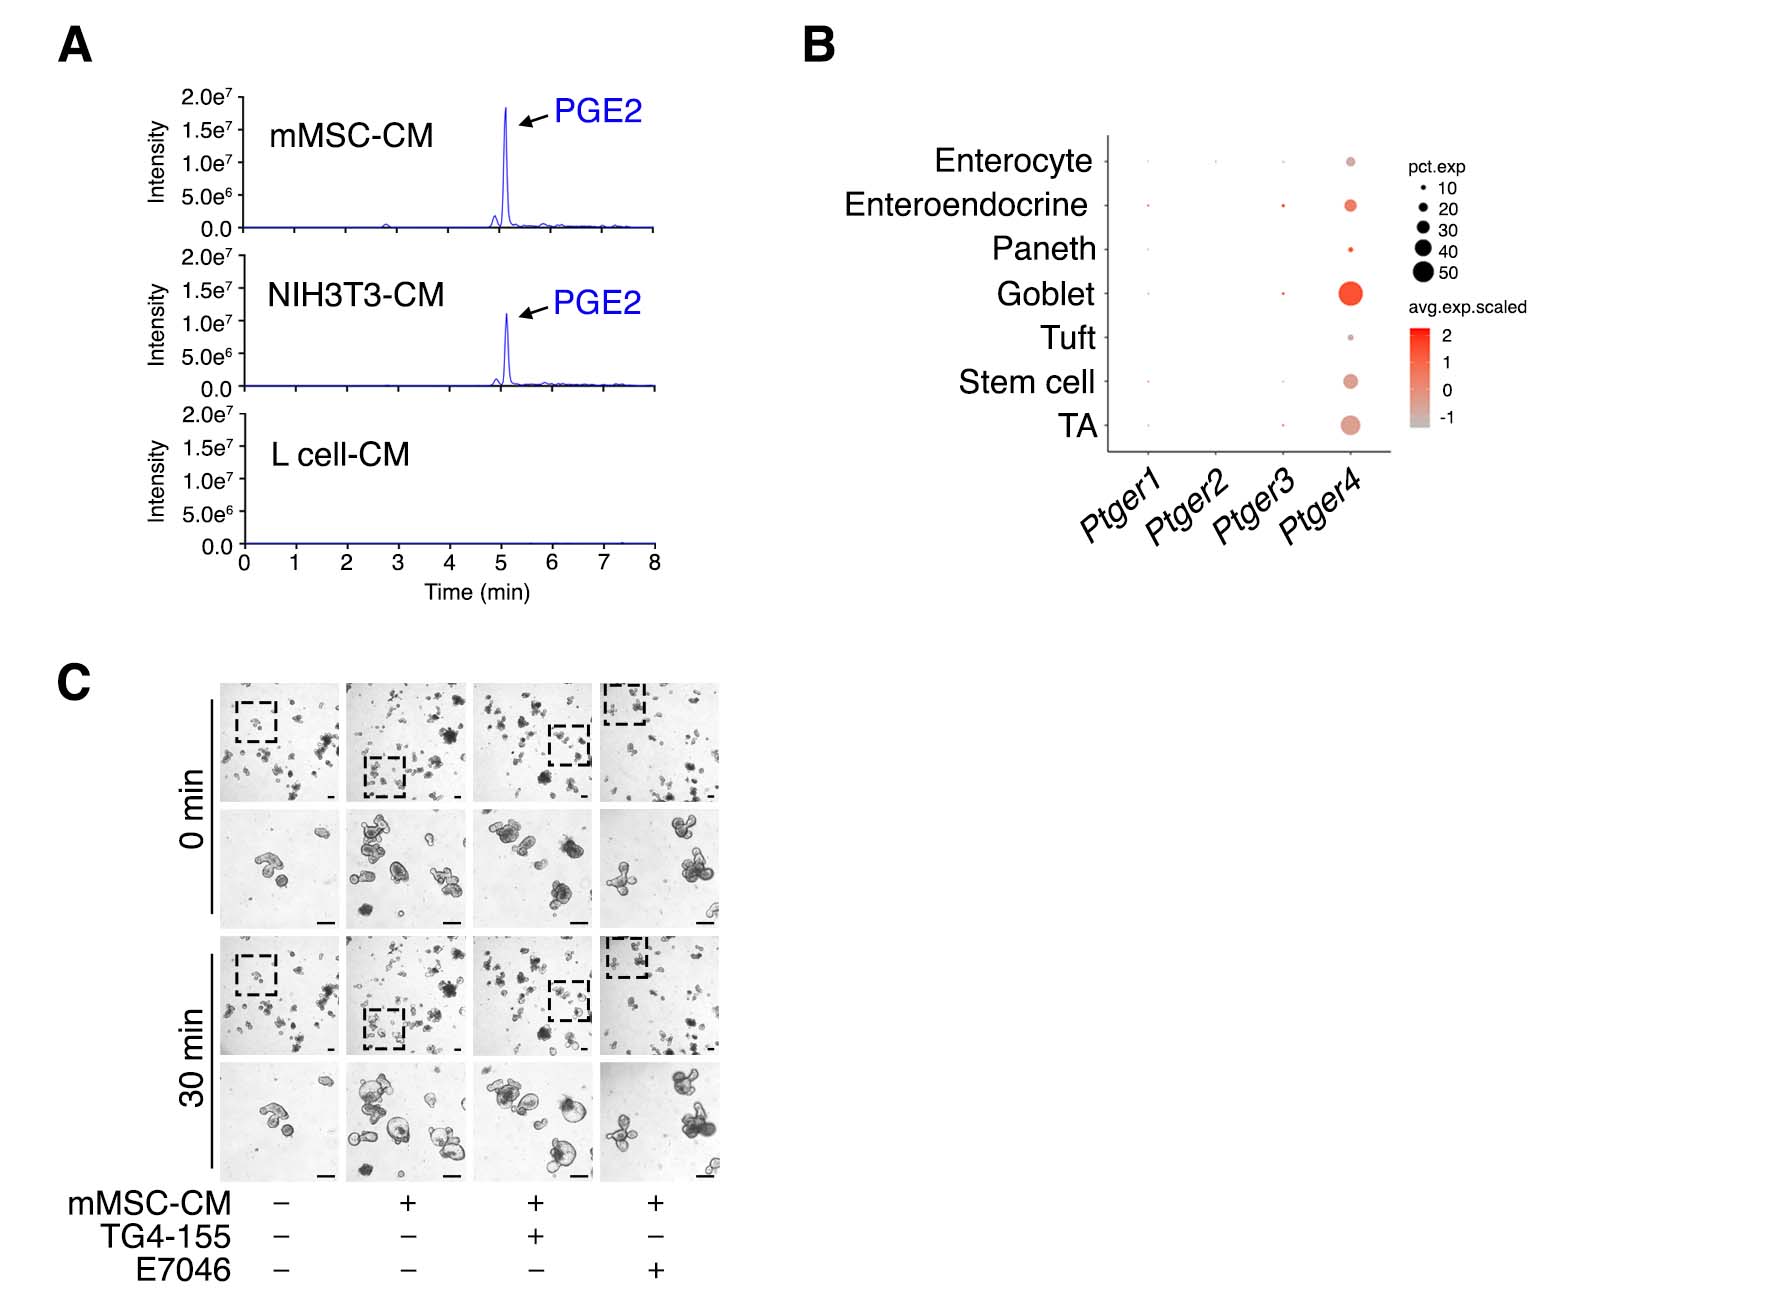

**Fig. S2 PGE2 secreted by MSCs activates the CFTR channel of intestinal epithelial cells. (A)** PGE2 intensity of mMSC-CM, NIH3T3-CM and L cell-CM, as revealed by LC-MS. **(B)** Dot plot showing the expression pattern of PGE2 receptors (*Ptger1, Ptger 2, Ptger 3, Ptger 4* encoding EP1, EP2, EP3, EP4 respectively) in subtypes of mouse small intestinal epithelial cells, as indicated by scRNA-seq. **(C)** Time-lapse imaging of E7046 or TG4-155-treated mouse small intestinal organoids with mMSC-CM stimulation. The mouse small intestinal organoids were preincubated with 10 μM E7046 (EP4 inhibitor) or 10 μM TG4-155 (EP2 inhibitor) for 72 h before stimulation. Scale bar, 100 μm.

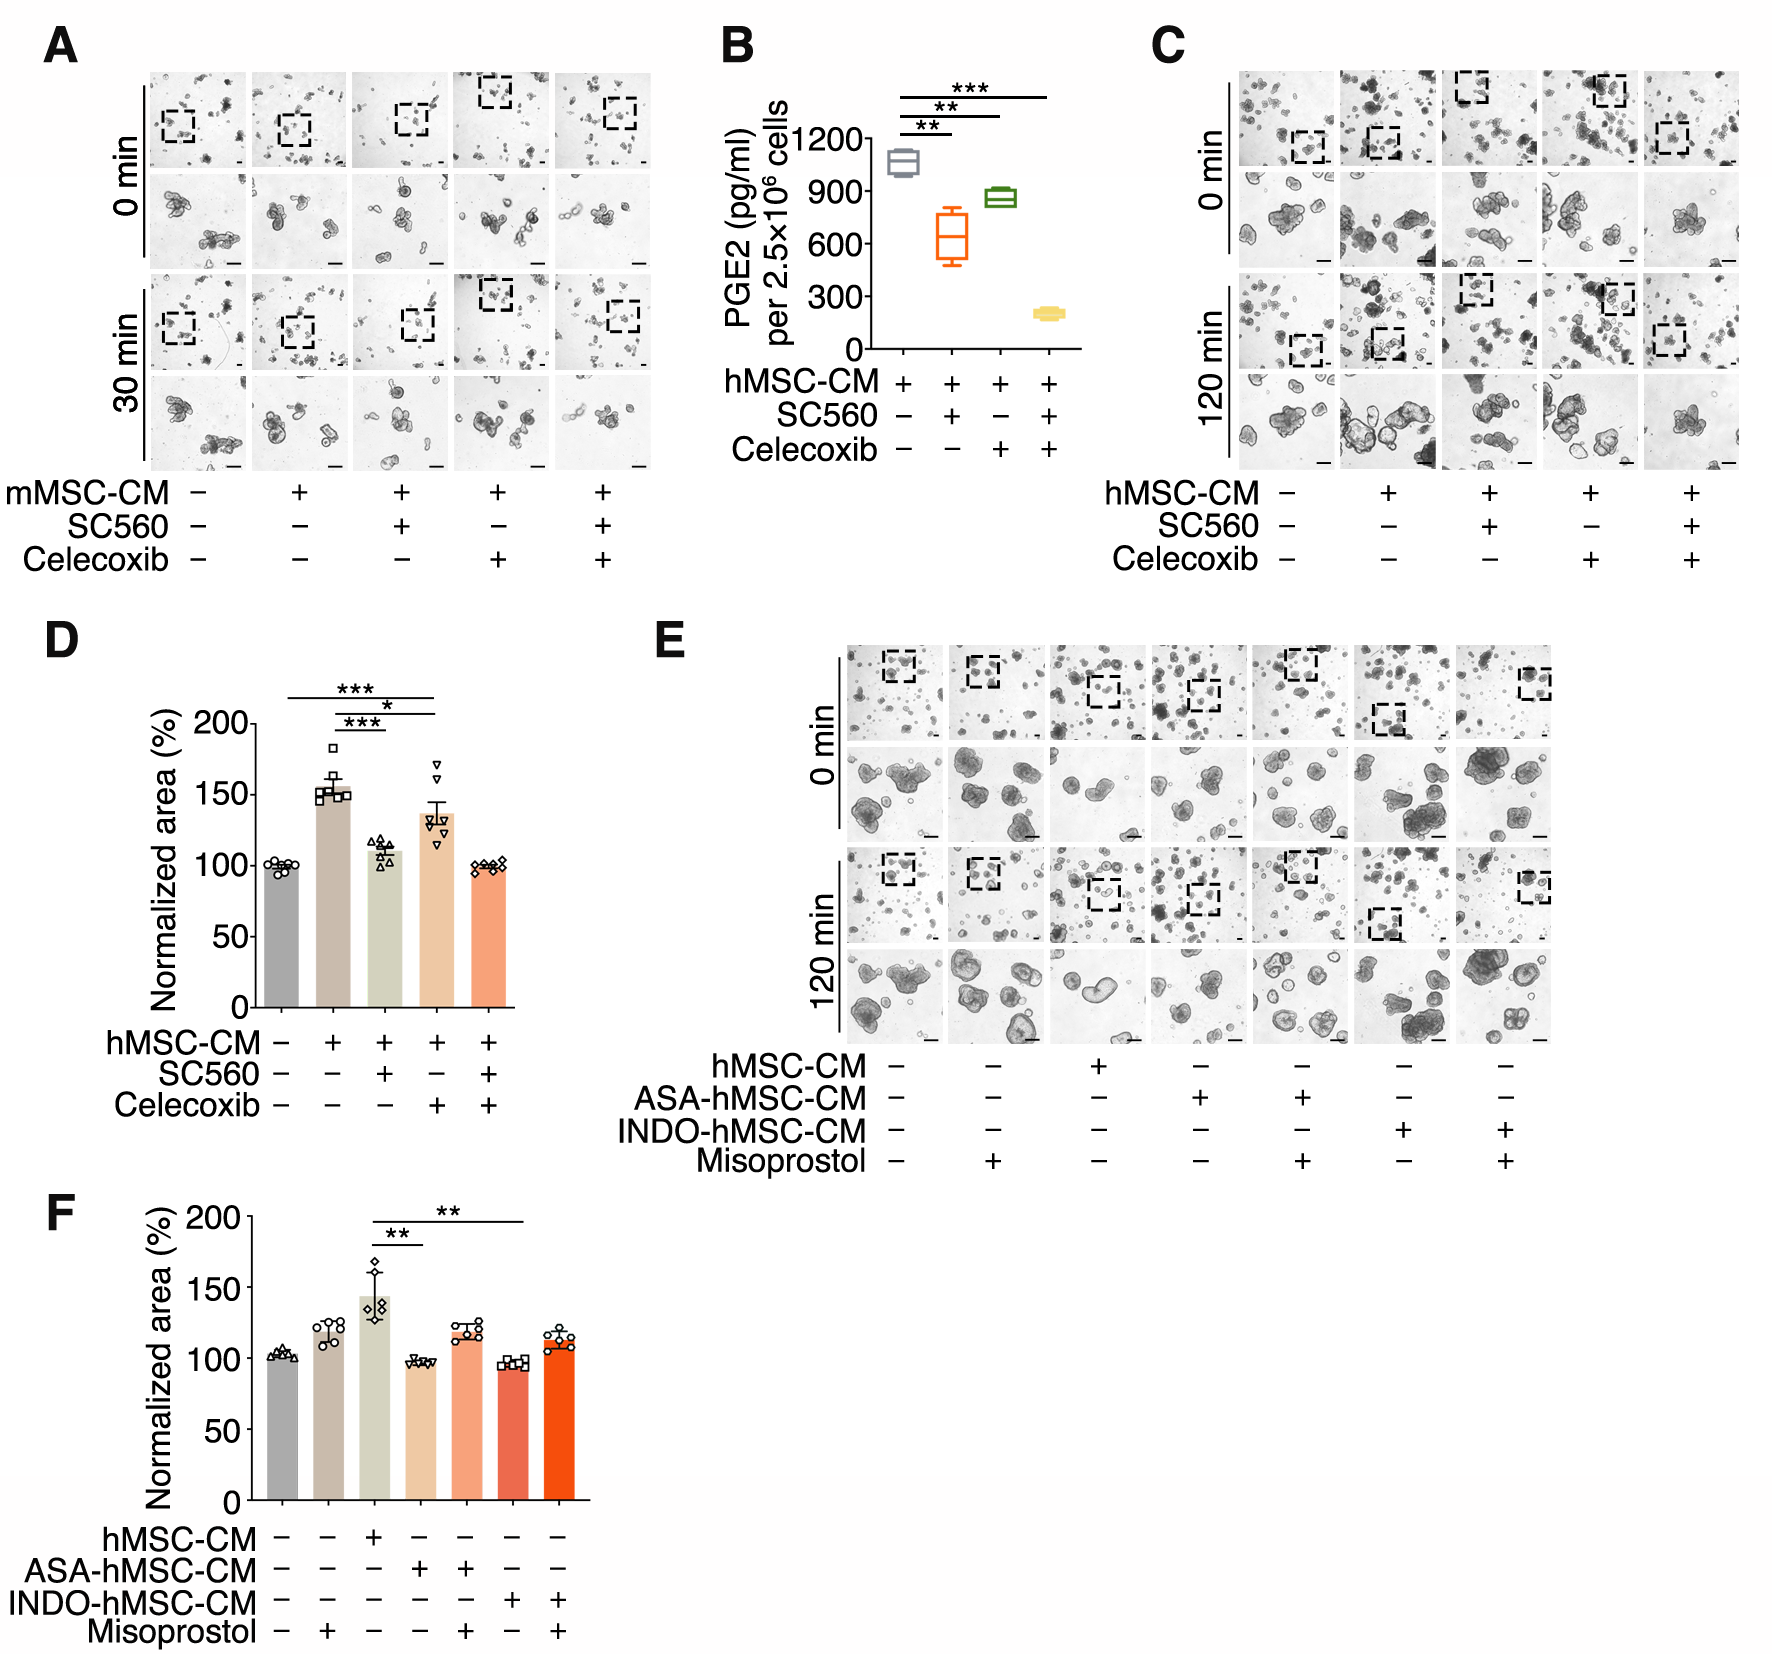

**Fig. S3 The PGE2 secretion of MSCs could be suppressed by COX inhibitors. (A)** Time-lapse imaging of mouse small intestinal organoids after stimulation using SC560 or Celecoxib-treated mMSC-CM. The mMSCs were preincubated with 20 nM SC560 (COX1 inhibitor), 150 nM Celecoxib (COX2 inhibitor), or both for 48 h, then the CM was collected for stimulation. Scale bar, 100 μm. **(B)** The PGE2 concentration of SC560 or Celecoxib-treated hMSC-CM, was quantified by ELISA assay. **(C, D)** Time-lapse imaging **(C)** and surface area quantification **(D)** of human ileum organoids after stimulation using SC560 or Celecoxib-treated hMSC-CM. The hMSCs were preincubated with 20 nM SC560, 150 nM Celecoxib, or both for 48 h, then the CM was collected for stimulation. Scale bar, 100 μm. **(E, F)** Time-lapse imaging **(E)** and surface area quantification **(F)** of human ileum organoids with hMSC-CM, ASA-hMSC-CM, INDO-hMSC-CM or misoprostol stimulation. ASA-hMSC-CM was collected from the hMSCs preincubated with aspirin (500 μM) for 48 h. INDO-hMSC-CM was collected from the hMSCs preincubated with indomethacin (50 μM). Misoprostol (20 μM) was used to induce the organoids swelling (t = 120 min). Scale bar, 100 μm. Data represent mean ± SD of three independent experiments. **P* < 0.05, ***P* < 0.01, ****P* < 0.001, one-way ANOVA (B, D, F).

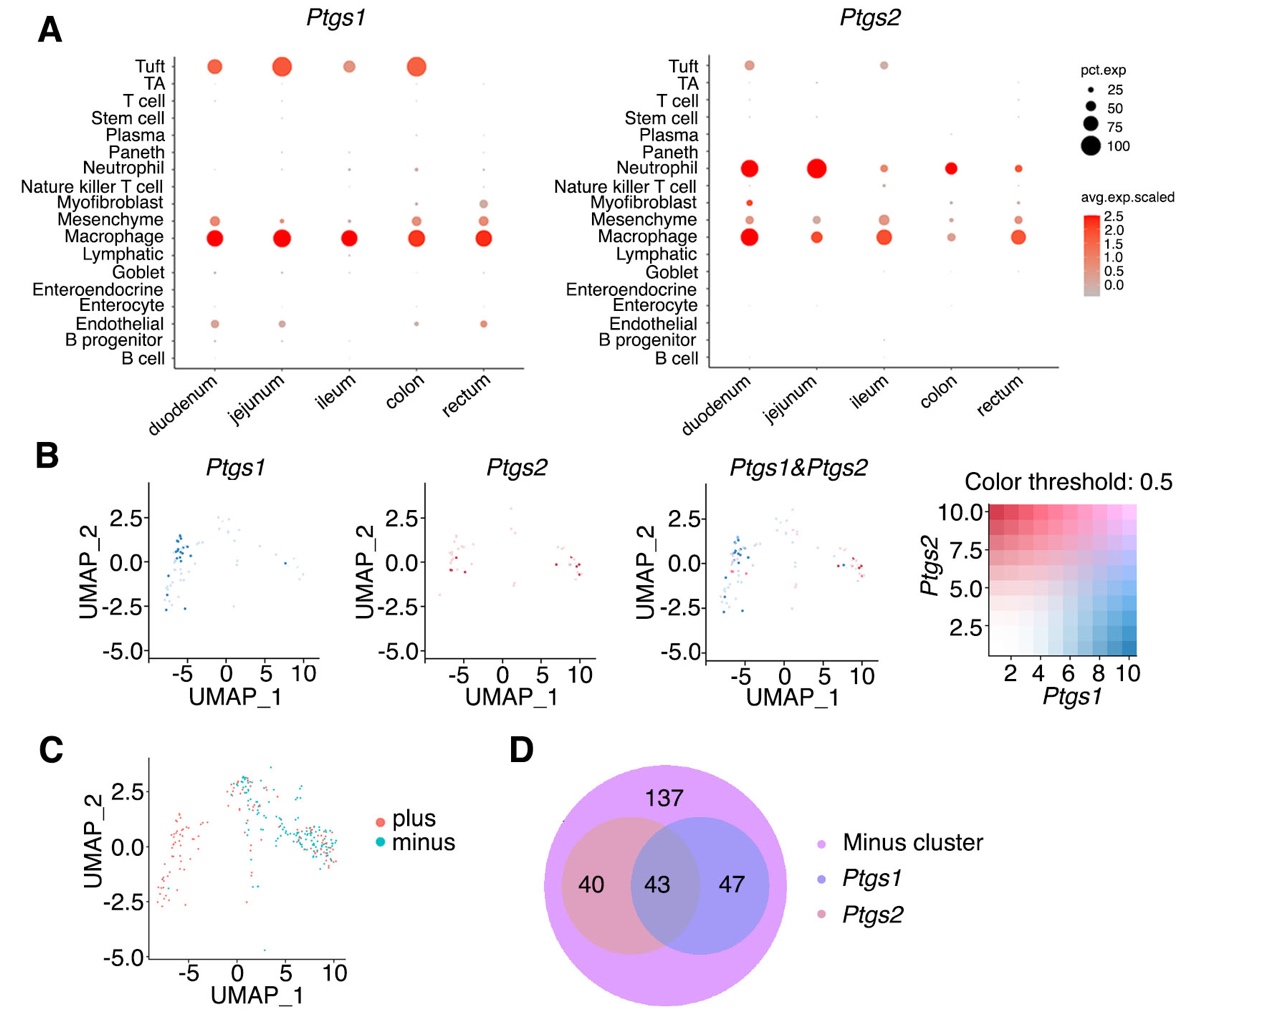

**Fig. S4 The expression of *Ptgs1* and *Ptgs2* in mouse colon. (A)** Dot plot showing the expression of *Ptgs1* (encoding COX1) and *Ptgs2* (encoding COX2) in subtypes of mouse colon, as revealed by scRNA-seq. **(B)** UMAP visualization of MSCs expressing *Ptgs1* or *Ptgs2* in mouse colon, as indicated by scRNA-seq. **(C)** UMAP visualization of plus and minus MSCs in mouse colon, as revealed by scRNA-seq. Plus, MSCs expressing either COX1 or COX2; Minus, MSCs expressing neither COX1 nor COX2. **(D)** Proportions of COX-expressing MSCs in total intestinal MSCs.

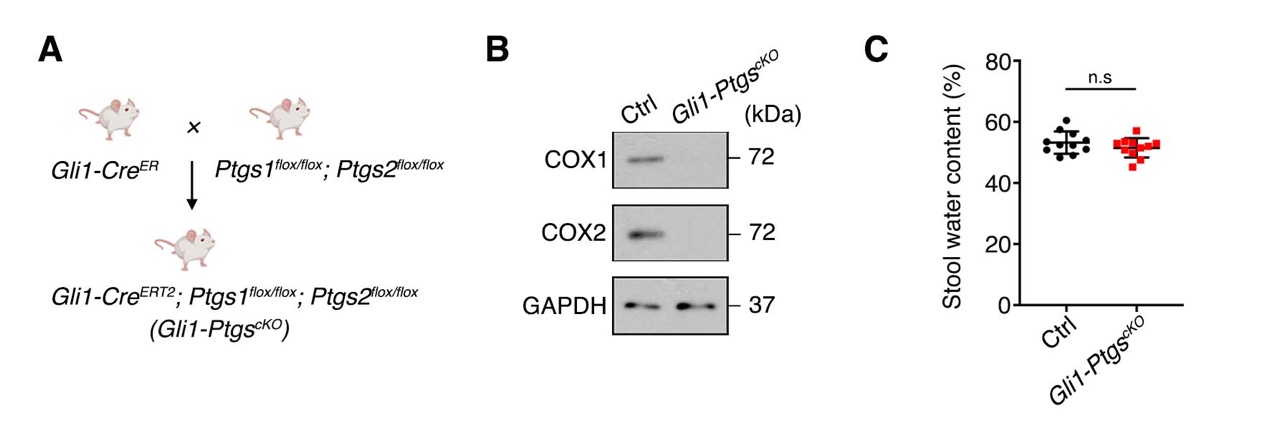

**Fig. S5 COX deletion has minimal effects on the stool water content of mice. (A)** Generation of *Gli1-Ptgs^cKO^* (*Gli1-Cre^ERT2^; Ptgs1^flox/flox^; Ptgs2^flox/flox^*) mouse strain. **(B)** Immunoblotting verifying the knockout efficiency of COX1 and COX2 in mMSCs. GAPDH served as a loading control. **(C)** The stool water content of *Gli1-Ptgs^cKO^* and Ctrl mice (*n* = 11 per genotype). Data represent mean ± SD of three independent experiments. ****P* < 0.001, unpaired two-tailed *t*-test (C).

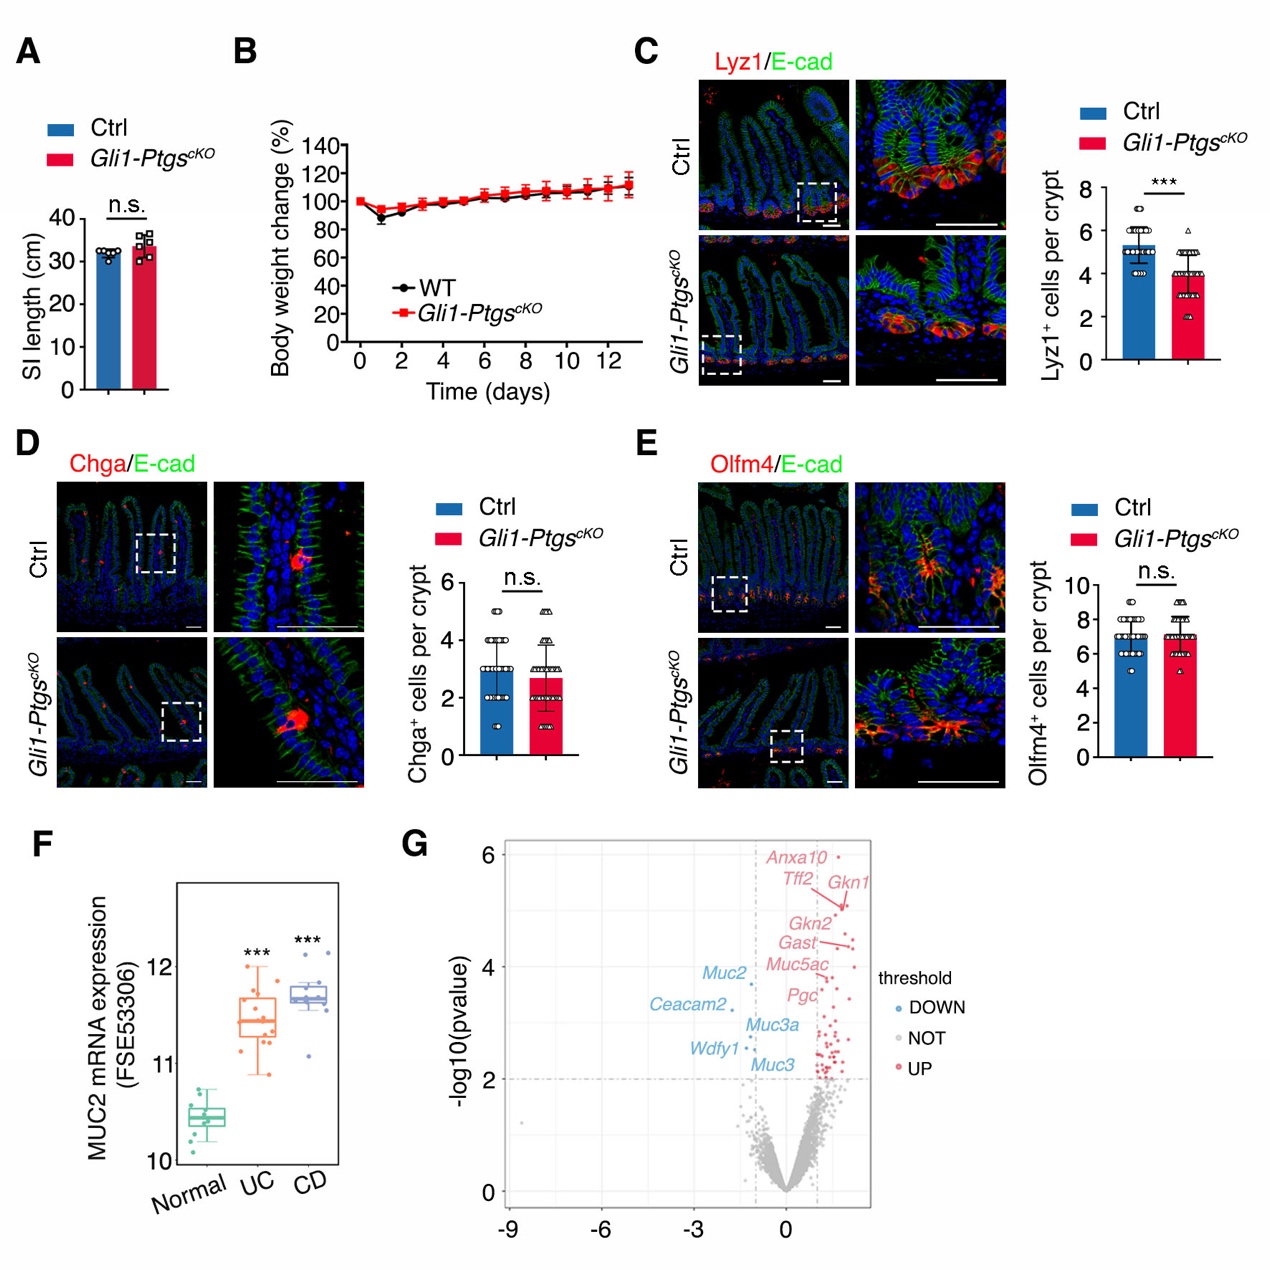

**Fig. S6 *Muc2* expression is decreased in small intestinal crypts of *Gli1-Ptgs^cKO^* mouse. (A)** The length analysis of small intestines (SI) from *Gli1-Ptgs^cKO^* and Ctrl mice. **(B)** Body weight changes of *Gli1-Ptgs^cKO^* and Ctrl mice after tamoxifen treatment. **(C)** Immunofluorescent staining of *Lyz1* and quantification of Lyz1^+^ cell number of *Gli1-Ptgs^cKO^* and Ctrl mouse small intestine. Scale bar, 100 μm. **(D)** Immunofluorescent staining of *Chga* and quantification of Chga^+^ cell number of *Gli1-Ptgs^cKO^* and Ctrl mouse small intestine. Scale bar, 100 μm. **(E)** Immunofluorescent staining of *Olfm4* and quantification of Olfm4^+^ cell number of *Gli1-Ptgs^cKO^* and Ctrl mouse small intestine. Scale bar, 100 μm. **(F)** Box plots of mRNA level of Muc2 in healthy controls and IBD specimens (using dataset GSE53306). The middle line depicts the median and the whisker depicts the min-to-max range. **(G)** Volcano map showing differential expression genes of small intestinal crypts between *Gli1-Ptgs^cKO^* and Ctrl mice, analyzed from bulk RNA-seq. Data represent mean ± SD of three independent experiments. ****P* < 0.001, unpaired two-tailed *t*-test (A, C, D, E), one-way ANOVA (F).
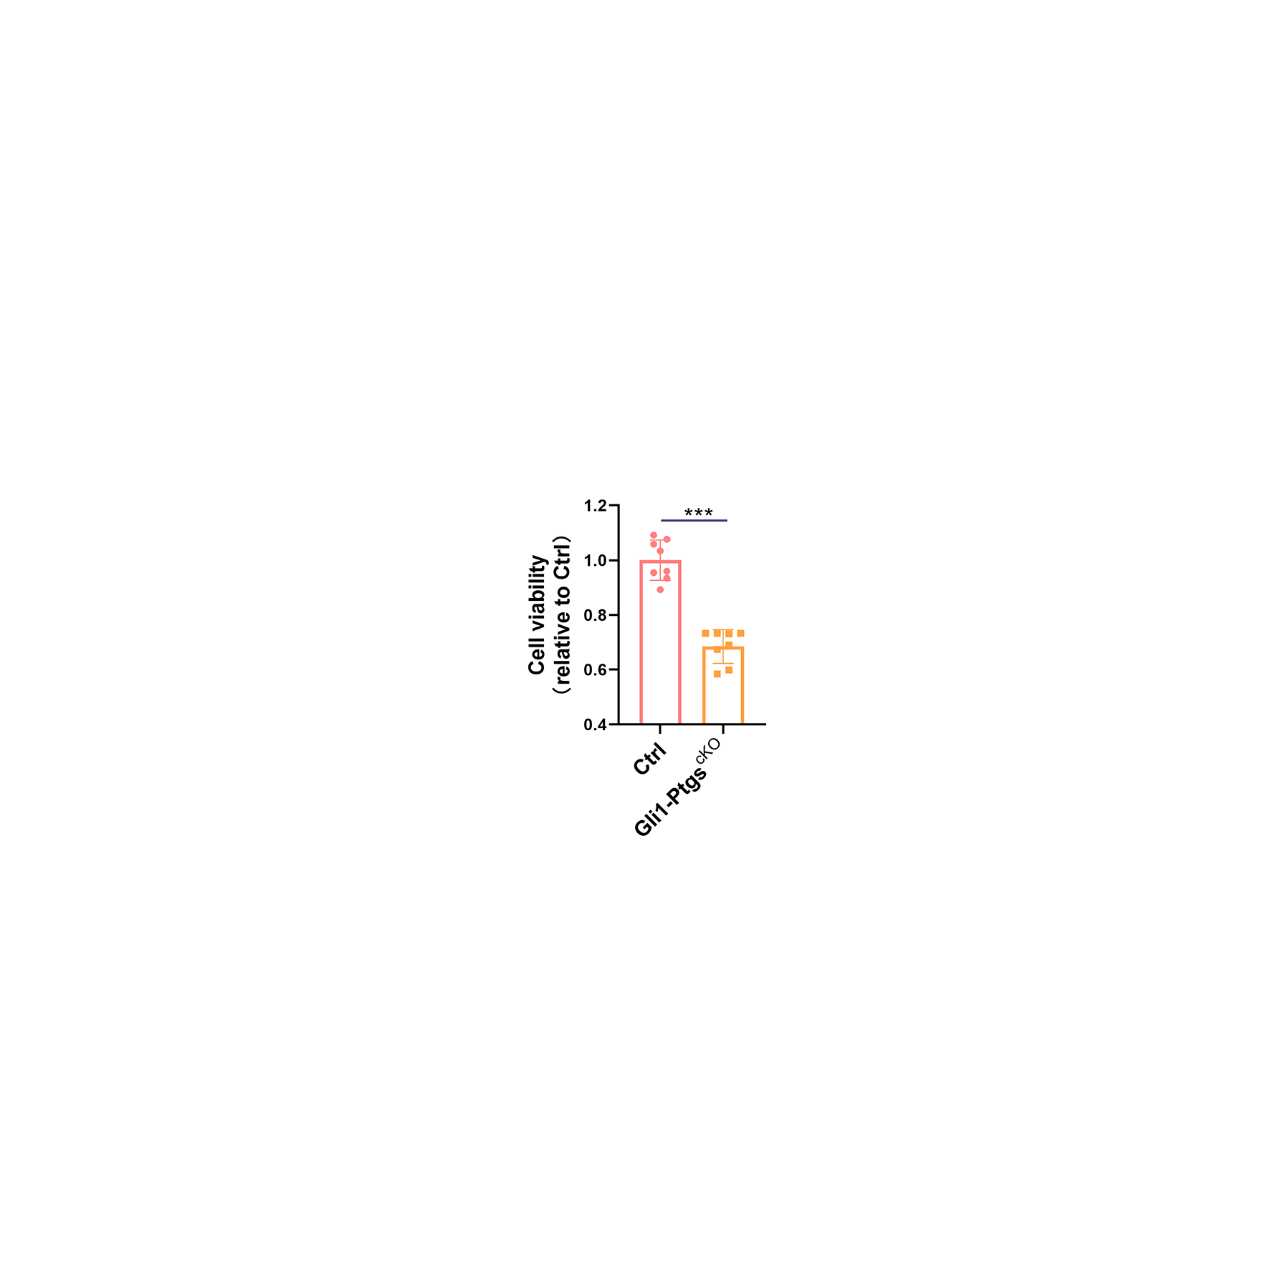

**Fig. S7 Deletion of COX1 and COX2 in mouse MSCs impairs cell proliferation. (A)** Cell viability of MSCs derived from *Gli1-Ptgs^cKO^* and control mice was measured by CCK8 kit. Data represent mean ± SD of three independent experiments. ****P* < 0.001, unpaired two-tailed *t*-test.

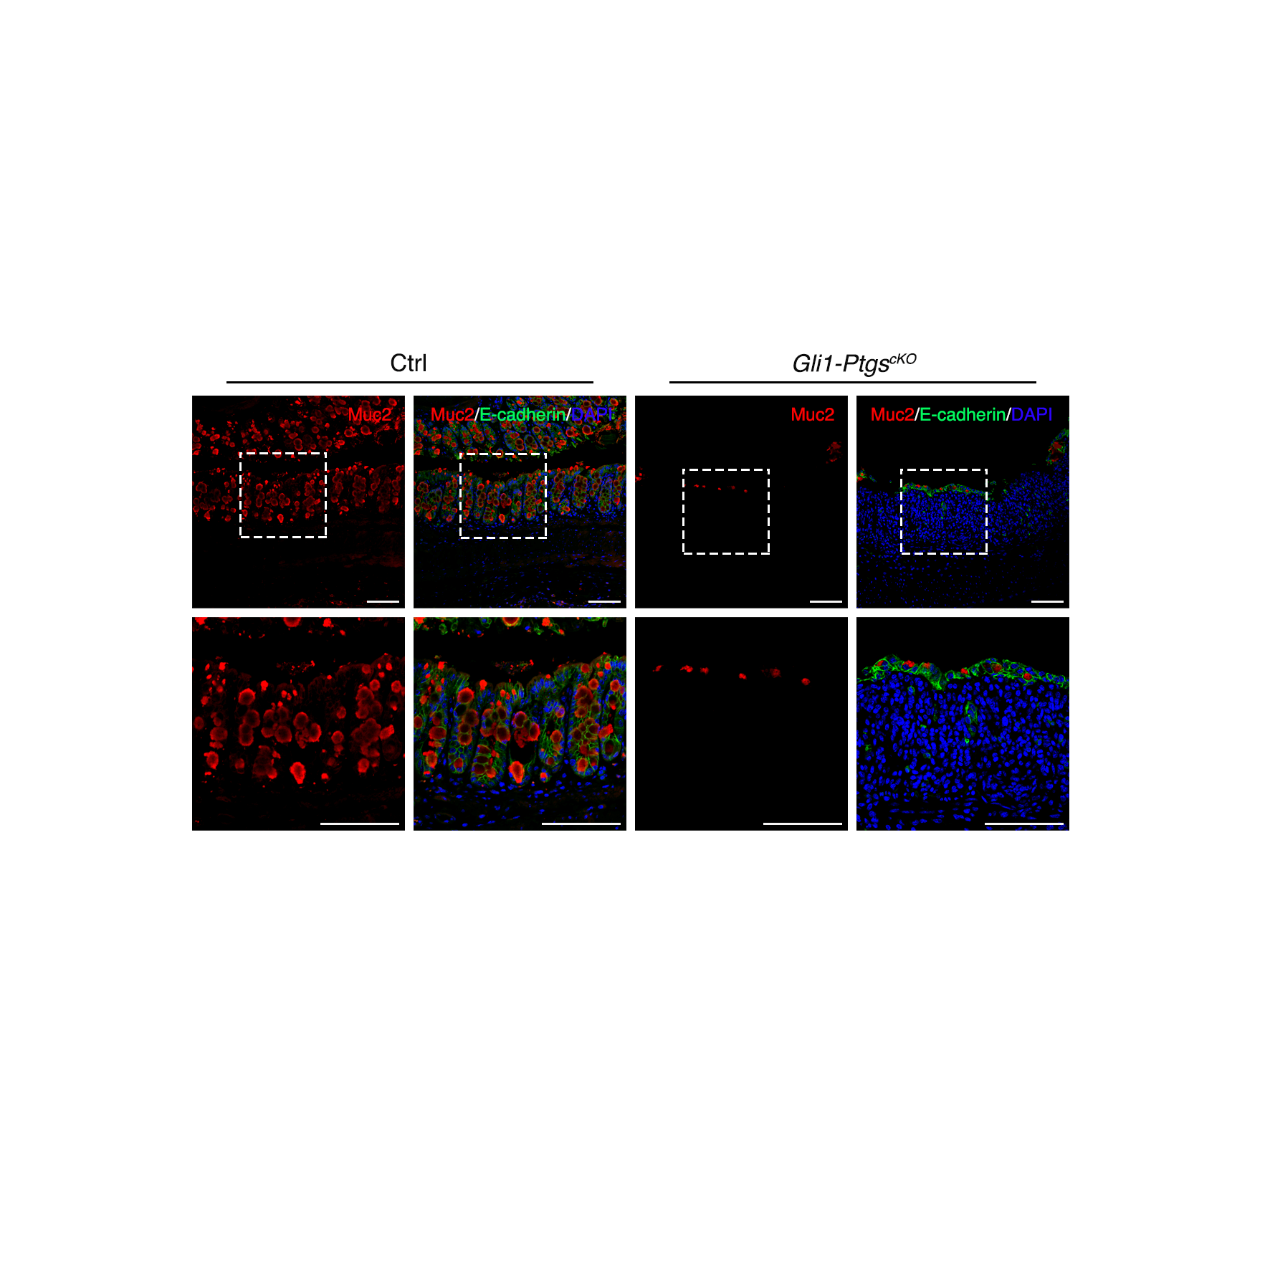

**Fig. S8 *Muc2* expression is decreased in small intestinal of *Gli1-Ptgs^cKO^* mouse after DSS treatment.** Immunofluorescent staining of *Muc2* and *E-cadherin* in *Gli1-Ptgs^cKO^* and cintrol mouse small intestine after 3% DSS treatment for 5 days. Scale bar, 100 μm.

**Supplemental Movie 1: Video shows mMSC-CM-induced swelling of mouse small intestinal organoids.** The organoids derived from *Apoa1-mCherry; Lgr5-EGFP* mice were coculture with mMSC-CM. Video shows the morphological change of *Apoa1-mCherry; Lgr5-EGFP* organoids over time from 0 min to 40 min.

How the deposited data were processed for this re-analysis (not part of the article)

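RNA of small intestinal crypts and villi from Ctrl and *Gli1-Ptgs* cKO mice was sequenced by the authors in 2 replicates per group and tissue. The authors aligned the reads to mm10 with STAR, counted reads per gene and compared the groups with DESeq2. Each deposited table gives a signal per library, the gene count divided by the library's DESeq2 size factor, together with the authors' log2 fold change and its standard error, and the authors' p-value and adjusted p-value. The counting program, its strand setting and the gene annotation are not named in the paper's text. Antisense and overlapping genes are therefore uncertain. Genes without an adjusted p are not in the tables. Columns of unmapped samples were 0.

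Whole reads were recovered from the spacing of the values, and 100% of the values were whole multiples of 1 read. Reads on listed genes lay between 16853017 and 21121714 in the crypts and between 13477600 and 15751024 in the villi. These sums leave out unlisted genes. The 2 Ctrl villus columns were identical and were counted as 1 library. For that reason no villus test, no test of the genotype effect between tissues, no test of crypts against villi and no joint fit of the 4 groups was run. The 2 tables were normalized separately.

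Before the data were examined, the tests, the alternatives, the gene lists and the named genes were set. The test named there for counts was edgeR's quasi-likelihood test. Because the tables hold normalized values, limma-trend (limma 3.58.1, R 4.3.3) on log2(value + 1) with a mean of at least 1 was used in its place, as set out beforehand for that case. It compared the 4 crypt libraries without a block. With the block, limma's prior degrees of freedom were infinite, so each gene's variance came from the trend over all genes. In the exploration of the tables, limma, edgeR and DESeq2 were each run with and without the block before the scripts took their final form. Gene lists were tested with fry. List genes were matched by the symbols in the tables, so a gene given under an older symbol in a list, such as *Dpcr1* for *Mucl3*, counts as not listed. Alternatives were the replicate number as a block, DESeq2 1.42.0 on the recovered reads with and without shrunken fold changes, scaling by library size alone, at least 10 counts in every library, no filter, a pseudocount of 0.1, camera in place of fry, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16 on the recovered reads (11553 genes after its filter) and corrections for transcript length and GC content. These corrections subtracted a lowess curve with a span of 0.3 from each library, over 11546 genes matched to GENCODE M21 by identifier. The pairing for the block comes from the numbers that end the sample labels. Whether same-numbered libraries share a litter or a day is not stated in the paper's text.

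The named genes are those the paper names for its bulk RNA-seq, the deleted genes and the driver, the PGE2 receptors, *Cftr*, the lineage genes *Lyz1*, *Chga* and *Olfm4*, and the 5 genes with the largest fold change in each direction among those past the paper's threshold with both *Gli1-Ptgs* cKO libraries on the same side of both Ctrl libraries. By that rule *Vill*, *Aldh3a1*, *Vsig2*, *Psca* and *Psapl1* were the 5 higher genes, and *Muc2* was the only lower one. In villi the last part of the rule was not applied.

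The tests were tried on simulated counts for the 11554 genes with 200 changed genes. At a dispersion of 0.02, limma-trend called 99.5% of the changed genes at an adjusted p under 0.05. At 0.0814, the dispersion of the crypt libraries, it called 62%, with 60.5% under the block, 62% by edgeR and 70% by DESeq2, of whose calls 7.9% were false. This second case was added after the first run. At the lower dispersion of 0.02 and with a shift shared by same-numbered libraries, limma-trend called 57.5% without the block and 99.5% with it. All simulated changes were larger than the crypt log2 fold change of *Muc2*, so these percentages do not hold for changes of its size. Figures were drawn with matplotlib 3.10.9.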

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

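The tests of transcript length, of shared *Muc3* and *Muc3a* reads and of immune cells were chosen after the results were seen, and the tests of proximal intestine, stomach tissue and pancreas before.

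Of the named genes, 6 moved in opposite directions in the 2 tissues, with both *Gli1-Ptgs* cKO libraries on one side of Ctrl in crypts and on the other side in villi. The difference was not tested. Of 18 named genes in both tables, 14 were separated by genotype in crypts and 6 of these were opposite in villi, where chance gives 33.3% of them. The villus log2 fold changes were 0.63 for *Muc3a*, 0.56 for *Ceacam2*, 1.65 for *Wdfy1*, 0.55 for *Ptger4* and 1.47 for *Cftr*, each lower in *Gli1-Ptgs* cKO crypts, and -0.46 for *Vsig2*, which was higher in *Gli1-Ptgs* cKO crypts. In villi *Ceacam2* was 317.4 in Ctrl and 676.6 and 322.6 in the *Gli1-Ptgs* cKO libraries, so 1 library carries the difference. *Vsig2* had only 12, 10 and 13 reads. In crypts the log2 fold changes of *Ptger4* and *Cftr* were small, at -0.20 and -0.35. Without *Gli1-Ptgs* cKO crypt replicate 1 they were -0.07 and -0.06, and without replicate 2 -0.32 and -0.64.

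Transcript length bias between the villus libraries is a candidate explanation, so genes with transcripts within 20% of each gene's length were compared. Their median villus log2 fold change was -0.43 for the length of *Muc3a*, -0.082 for *Ceacam2*, 0.24 for *Wdfy1*, 0.071 for *Ptger4* and 0.57 for *Cftr*, each nearer to 0 than to the gene's own value or on the other side of 0. For *Vsig2* it was -0.70, beyond the gene's own value, and after length correction *Vsig2* was at 0.19, so length may account for it. The comparison for *Muc3a* rests on its annotated 1881 bases. Genes of at least 6808.5 bases had medians of 0.90 and 0.81 in *Gli1-Ptgs* cKO villus replicates 1 and 2 against Ctrl. The comparison therefore decides nothing for a longer *Muc3a* transcript. Reads shared between *Muc3* and *Muc3a* would move the 2 genes apart, and *Muc3* was below Ctrl in 1 of the villus libraries. *Muc3a* went from 141.3 normalized counts in Ctrl villi to 217.9 and 221.2, while *Muc3* had 5834 in Ctrl. Reads lost to *Muc3a* would hardly move *Muc3*, so its direction cannot decide, and shared reads remain open for *Muc3a*. With 1 Ctrl villus library, a difference of that library from other Ctrl mice remains open for the other genes, and no biological explanation is put forward. The 8 stem cell genes took 191.7 CPM in Ctrl villi and 449.4 and 339 in *Gli1-Ptgs* cKO villi. By normalized counts, 6 of the 8 were higher in both *Gli1-Ptgs* cKO villus libraries and 1 was lower. Of 9 proliferation genes, 4 were higher and 5 lower. More crypt material in those libraries was not tested and remains open.

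Gastric genes that the paper does not name were higher in *Gli1-Ptgs* cKO crypts, with a median log2 fold change of 1.07 over 9 genes and 8 of them higher in both libraries. Stomach tissue in the *Gli1-Ptgs* cKO libraries would raise such genes too, and the same 1.07 decides nothing, since gastric cells arising in the crypts may do so as well. Ctrl crypts held gastric transcripts as well, at 1327 and 1673 CPM for 5 of the 7 genes the paper names, against 4.39 in Ctrl villi. A different amount of stomach tissue between the groups therefore remains open. Parietal cell genes of the list were not in the table. The pattern cannot be told apart from stomach tissue. A more proximal stretch of intestine would raise the duodenum list and lower the ileum list in both *Gli1-Ptgs* cKO crypt libraries. The duodenum list had a median of -0.078, with *Pdx1* and *S100g* of its 7 genes higher in both libraries, and the ileum list of -0.071. Against the mean of the Ctrl libraries, the medians of each *Gli1-Ptgs* cKO library differed, with -0.36 for duodenum and 0.33 for ileum in replicate 1, but 0.26 and -0.35, the proximal pattern, in replicate 2. In *Gli1-Ptgs* cKO villi the medians were 0.34 for duodenum, or 0.031 after length correction, and -0.73 for ileum, or -0.43. The crypt medians over both libraries were -0.045 for duodenum and -0.19 for ileum after length correction. Medians of single crypt libraries were not corrected, and replicate 1 is the library in which short transcripts were high. The proximal pattern is thus not seen in the uncorrected values of replicate 1. A more proximal origin is not set aside for either crypt library or the villi. Pancreatic carry-over was tested on 4 of 11 pancreas genes, whose median was 0.58 with 1 of them higher in both libraries. Transcript length bias does not fully account for the 7 genes the paper names, whose median was 1.27 after correction for length.

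Immune genes were lower in *Gli1-Ptgs* cKO villi than in the Ctrl villus library, with a median log2 fold change of -1.06 over 11 genes. The list was singled out after the medians of all 20 lists in both tissues had been seen, and so was the share of genes that made it count as a signal. The B cell genes *Igkc*, *Jchain* and *Cd79a* fell by 2.84, 2.09 and 1.90 on the log2 scale, the T cell genes *Cd3e* and *Cd8a* were mixed, and *Ptprc* was higher, by 1.72. After correction for transcript length the median was -0.58, slightly nearer to its uncorrected value than to 0, so length may account for part of it. More immune cells of all kinds in the Ctrl library would lower every immune gene in the *Gli1-Ptgs* cKO villi, and 8 of the 11 were lower in both libraries. More cells of only some kinds, such as B cells, would lower only the genes of those kinds. This count therefore does not set aside a different immune cell content of the Ctrl library. In crypts the median of the list was -0.24 with overlapping groups for most genes. With 1 Ctrl villus library, a difference between genotypes cannot be told apart from a difference between mice.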

How the results depend on the processing

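The transcript length, GC content and edgeR alternatives were chosen after the results were seen. With the replicate number as a block, 63 crypt genes were higher, 15 lower and 34 past an adjusted p of 0.05, against 20, 1 and 0 without it (73 at an unadjusted p under 0.05). DESeq2 gave 60, 5 and 11, with shrunken fold changes 7, 0 and 6, and edgeR with the block 62, 11 and 26. Lower genes numbered 4 with library size alone, 3 by edgeR, 4 after length correction and after length and GC correction, and 6 and 5 after these with the block. After the length corrections no gene had an adjusted p under 0.05, with or without the block, while 169 without and 312 with the block had an unadjusted p under 0.05 after length correction, and 173 and 253 after length and GC correction. Calls were 95.2% higher without the block, 80.8% with it and 81.8% with library size alone, which moved the median of all genes to -0.08. The 34 calls of the block rest on a variance from the trend over all genes, in which a gene's own spread between pairs does not enter. After length correction the block fit weighed that spread again, with a prior of 7.13 degrees of freedom, so the loss of the 34 calls cannot be put down to transcript length alone. On simulated counts at the libraries' dispersion, that fit called 49.5% of changed genes and the block alone 60.5%.

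*Muc2* kept its direction under each alternative and passed the paper's threshold under each with a test but shrinkage, at -0.81. Leaving out each library in turn gave -1.29 to -0.97. The 7 gastric genes ranged from 1.18 to 1.96 and the other gastric genes from 0.96 to 1.49 in those fits. Shrinkage gave medians of 1.02 and 0.68. With the block the fry p rose above 0.05, to 0.163 at 1.67 for the 7 genes and 0.083 at 1.07 for the others, and by edgeR with the block to 0.148 at 1.67 and 0.065 at 1.08. The block left 1 residual degree of freedom per gene, against 2 without it, so this rise does not by itself show a weaker difference. After length and GC correction with the block the others had 0.053 at 0.98. Other fits with the block stayed under 0.05. Length correction gave 0.027 at 1.27 for the 7 genes and 0.041 at 0.97 for the others, length and GC correction 0.025 at 1.22 for the 7 genes, and camera 9.4e-43 and 1.1e-21. The 7 genes were picked from these libraries, so their p-values show no stability. The other goblet genes, at 0.37 and after length correction 0.08, passed with camera, at a p of 0.0036 and with the block 3.6e-04, and ranged from 0.01 to 0.74 in the fits that left out 1 library. The cause was not tested.

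Signs reversed where 1 library was left out. Across those fits *Ptgs1* ran from -0.95 to 0.20, *Lyz1* from -0.018 to 0.59, *Chga* from -0.092 to 0.81 and *Olfm4* from -0.22 to 0.068 in crypts, and *Muc2* in villi from -0.28 to 0.43. Length correction reversed *Vsig2* in villi, to 0.19, and the medians of the enterocyte, Paneth cell, proliferation and fetal-like lists in crypts, to -0.093, -0.054, -0.058 and -0.028. In villi it reversed those of the enterocyte, enteroendocrine, goblet and mesenchyme lists, to 0.084, 0.071, 0.060 and -0.35. Among single crypt genes other than *Muc2*, 5 became stronger with the block and with DESeq2, and 4 weaker with shrinkage. The pseudocount of 0.1 and the absence of a filter left the counts as they were, and the filters removed no tested gene there. Not run were the villus counts and tests, the interaction, crypts against villi, and the joint fit of all groups, because 1 Ctrl villus library was left.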

Differences from the paper's values

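At the paper's threshold 1 crypt gene was lower in *Gli1-Ptgs* cKO by limma-trend, against the paper's about 5 in Fig. S6G, read by eye. Of the alternatives set before the data were examined, DESeq2 with its size factors gave 5 and library size alone gave 4, while the replicate block gave 15, DESeq2 with shrunken fold changes 0, and at least 10 counts in every library, no filter beyond at least 1 count, no filter on low values and the pseudocount of 0.1 each gave 1. Of the alternatives chosen after seeing the values, edgeR gave 3, edgeR with the block 11, length correction and length and GC correction 4 each, and these with the block 6 and 5.

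Fig. S6G marks *Muc3*, *Muc3a*, *Ceacam2* and *Wdfy1* as lower and the paper names *Gast* as higher. By limma-trend their unadjusted p was 0.013, 0.0103, 0.0695, 0.0104 and 0.0113, outside the threshold, with each fold change in the paper's direction. DESeq2 with its size factors and the replicate block each call all 5 of these genes, and library size alone calls *Muc3*, *Muc3a* and *Wdfy1*. Chosen after seeing the values, edgeR calls *Muc3a*, *Wdfy1* and *Gast*, edgeR with the block and length correction with the block call all 5, and length correction without the block and both fits with length and GC correction call the 5 but for *Ceacam2*.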

Other observations

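The tests of long transcripts, GC content, goblet cells and cell shares for *Muc2* were chosen before the result was seen, the length correction after it, and the tests of the length trend after the trend itself had been seen.

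*Muc2* was lower in *Gli1-Ptgs* cKO crypts while other goblet genes were not. Loss of long transcripts was tested on the 6949 genes with a transcript of at least 2926 bases, the longest annotated for *Muc2*, and their median log2 fold change was -0.10. The 1176 genes within 1 percentage point of its GC content had a median of 0.027. The longest genes, of at least 6808.5 bases, had a median of -0.26. After length correction the value of *Muc2* was -1.16, but at the annotated 2926 bases the correction hardly moves a gene, and the gene spans 141690340 to 141754693. That correction therefore decides nothing for a longer transcript. In *Gli1-Ptgs* cKO replicate 2, however, the longest genes were high against the other 3 libraries, with a median of 0.33, and *Muc2* was low there too, at -1.16 without *Gli1-Ptgs* cKO replicate 1, so loss of long transcripts does not account for it in that library. Fewer goblet cells would lower the other goblet genes, whose median was 0.37, or 0.08 after length correction. That median was 0.74 in *Gli1-Ptgs* cKO replicate 1 and 0.0056 in replicate 2, so it is raised by the library in which short transcripts were high. A different share of crypt and villus cells would move the enterocyte genes, whose median was 0.17, or -0.093 after length correction, with overlapping groups for most genes. The other goblet genes did not fall in either library by these medians. Whether *Muc2* was lower per cell was not measured by bulk RNA.

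Short transcripts were high in *Gli1-Ptgs* cKO crypt replicate 1. Within the 2310 genes in the middle of the GC range the rank correlation with length was -0.69, and among the 2246 genes that differ least between Ctrl crypts and Ctrl villi it was -0.58, so neither GC content nor a different mix of crypt and villus cells is likely to account for the trend of -0.67 over all genes. Mixing with mesenchymal, immune or other cells was not tested for this trend. The cause in the library or the RNA was not tested, and no biological explanation was tested.

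For the lineages the paper examined by staining, the crypt RNA gave log2 fold changes of 0.29 for *Lyz1*, 0.36 for *Chga* and -0.07 for *Olfm4*, with overlapping groups. The paper reports fewer Lyz1-positive cells by staining. *Ptger4* had 593.2 and 585.1 normalized counts in Ctrl crypts and 471.1 and 559.8 in *Gli1-Ptgs* cKO crypts, *Ptger3* 156.5, 69.3, 29.4 and 63.7, and *Ptger1* and *Ptger2* are not among the listed genes.

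In villi *Muc2* had 5708 normalized counts in Ctrl and 4691 and 7710 in the *Gli1-Ptgs* cKO libraries. Its villus log2 fold change was 0.08, but 0.51 with scaling by library size alone, so villus values depend on the scaling. *Muc5ac* is listed at 0 in Ctrl villi and had 43 and 15 reads in the *Gli1-Ptgs* cKO villi, and *Gkn2* had 20 reads against 177 and 56. The 5 of the 7 gastric genes in the villus table took 4.39 CPM in Ctrl villi and 30.6 and 12.5 in *Gli1-Ptgs* cKO villi, against 1327 and 1673 in Ctrl crypts. More crypt material in the *Gli1-Ptgs* cKO villi, which was not tested, would raise these genes too. At least 2-fold higher in both *Gli1-Ptgs* cKO villus libraries were 1351 genes and lower 813, which became 863 and 410 after length correction.

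*Gm10800*, chosen after its values were seen, had 2881 normalized counts in Ctrl crypt replicate 1 and 0, 7.34 and 0 in Ctrl replicate 2 and the *Gli1-Ptgs* cKO replicates.

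*Reg3b*, also chosen after its values were seen, had 161600 normalized counts in Ctrl villi and 25430 and 28460 in *Gli1-Ptgs* cKO villi. In crypts it had 53990 and 23670 in Ctrl and 42840 and 20850 in *Gli1-Ptgs* cKO, so the libraries numbered 1 were higher in both groups.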
